# Differential control of Zap1-regulated genes in response to zinc deficiency in *Saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2164-9-370

**Published:** 2008-08-01

**Authors:** Chang-Yi Wu, Amanda J Bird, Lisa M Chung, Michael A Newton, Dennis R Winge, David J Eide

## Abstract

**Background:**

The Zap1 transcription factor is a central player in the response of yeast to changes in zinc status. We previously used transcriptome profiling with DNA microarrays to identify 46 potential Zap1 target genes in the yeast genome. In this new study, we used complementary methods to identify additional Zap1 target genes.

**Results:**

With alternative growth conditions for the microarray experiments and a more sensitive motif identification algorithm, we identified 31 new potential targets of Zap1 activation. Moreover, an analysis of the response of Zap1 target genes to a range of zinc concentrations and to zinc withdrawal over time demonstrated that these genes respond differently to zinc deficiency. Some genes are induced under mild zinc deficiency and act as a first line of defense against this stress. First-line defense genes serve to maintain zinc homeostasis by increasing zinc uptake, and by mobilizing and conserving intracellular zinc pools. Other genes respond only to severe zinc limitation and act as a second line of defense. These second-line defense genes allow cells to adapt to conditions of zinc deficiency and include genes involved in maintaining secretory pathway and cell wall function, and stress responses.

**Conclusion:**

We have identified several new targets of Zap1-mediated regulation. Furthermore, our results indicate that through the differential regulation of its target genes, Zap1 prioritizes mechanisms of zinc homeostasis and adaptive responses to zinc deficiency.

## Background

Organisms require mechanisms to survive under adverse conditions of extreme heat, osmolarity, nutrient limitation, and other stresses. Recent studies have begun to probe the cellular responses to the stress of zinc deficiency. Zinc is a critical cofactor for many proteins and plays important roles in myriad biological processes. Therefore, when zinc becomes limiting, cells must respond to maintain zinc homeostasis. In addition, cells may alter their metabolic processes to adapt to growth under conditions where certain zinc-dependent proteins are less active. We are examining the cellular responses to zinc deficiency in the yeast *Saccharomyces cerevisiae*.

In this yeast, the Zap1 transcription factor is a central player in the response to zinc deficiency [1]. For many of its target genes, Zap1 acts as an activator of transcription and increases gene expression when zinc levels are low. To perform this function, Zap1 binds to Zinc-Responsive Elements or "ZREs" in the promoters of its target genes [2]. The consensus sequence for a ZRE is ACCTTNAAGGT. While some Zap1 target genes contain multiple functional ZREs, many others have only a single binding site [2,3].

The Zap1 protein is 880 amino acids long. A DNA binding domain consisting of five zinc fingers is found at its carboxy terminus [4,5]. In addition, Zap1 contains two independent activation domains, designated AD1 and AD2, that mediate the increased transcription of target genes [6]. Zap1 is a direct sensor of cellular zinc levels. The protein resides in the nucleus under all conditions of zinc status [6]. When zinc levels rise, the metal binds to ligand residues in the AD1 and AD2 regions of the protein and this binding inhibits the ability of these domains to promote transcription [6-10]. Alteration of these regulatory zinc-binding ligands by mutation decreases the ability of Zap1 to respond to zinc and the mutant protein constitutively activates transcription [7,10].

Previous studies have identified a large number of potential Zap1 target genes in the yeast genome [3,11,12]. Many of these genes act to maintain sufficient levels of cytosolic zinc available for cell growth. For example, the *ZRT1*, *ZRT2*, and *FET4 *genes encode zinc transporters responsible for zinc uptake across the plasma membrane [13-15]. These genes are induced by Zap1 in zinc-limited cells. Zap1 also induces expression of the *ZRT3 *gene in low zinc; *ZRT3 *encodes a vacuolar membrane protein responsible for transporting zinc stored in the vacuole to the cytoplasm for its utilization [16]. As a final example, Zap1 induces transcription of its own gene in a positive autoregulatory loop [1]. Thus, Zap1 levels rise in zinc-limited cells and this may lead to increased expression of other target genes.

In addition to its role in activating gene expression, Zap1 can also act as a transcriptional repressor. Previous studies have identified two different mechanisms of Zap1-mediated repression. The *ZRT2 *gene provided the first example. *ZRT2 *is unusual among Zap1 target genes in that it is induced by mild zinc limitation and repressed by more severe zinc deficiency [17]. This paradoxical pattern of regulation is due to the presence of three ZREs in the *ZRT2 *promoter. Two high affinity ZREs, ZRE1 and ZRE2, are located upstream of the TATA box and these elements mediate Zap1-dependent activation of gene expression. The third ZRE, ZRE3, has a low affinity of Zap1 binding and is located downstream of the TATA box. ZRE3 is essential for repression of *ZRT2 *expression. Under mild conditions of zinc deficiency, Zap1 binds to ZRE1 and ZRE2 and activates gene expression. Under severe zinc deficiency, Zap1 levels rise due to autoregulation and the protein then binds to ZRE3 and interferes with *ZRT2 *expression possibly by blocking transcription initiation.

The *ADH1 *and *ADH3 *genes provide examples of a second mechanism of Zap1-mediated repression. *ADH1 *and *ADH3 *encode zinc-dependent alcohol dehydrogenases. These genes are highly expressed in zinc-replete cells but are repressed in zinc-deficient cells [18]. Zap1 mediates *ADH1 *and *ADH3 *repression in low zinc by means of intergenic transcripts that are activated by Zap1 and transcribed through the *ADH1 *and *ADH3 *promoters. These intergenic transcripts, designated *ZRR1 *and *ZRR2 *respectively, do not encode protein products but rather their synthesis results in the transient displacement of transcription factors normally required for *ADH1 *and *ADH3 *expression. This results in the reduced expression of two of the most abundant zinc-binding proteins in the cell. Conversely, the *ADH4 *gene is induced by Zap1 and this gene encodes a potential iron-dependent alcohol dehydrogenase [3,18,19]. By switching from zinc-dependent to zinc-independent ADH isozymes, the cell may conserve zinc for other uses. Alternatively, Adh4 may use zinc as its cofactor [20] but this protein is predicted to bind only one zinc per monomer while Adh1 and Adh3 each bind two. Thus, zinc conservation could occur under this scenario as well.

DNA microarrays have been remarkably useful in assessing the transcriptional responses of an organism such as yeast to stress conditions [3,11,12]. In a previous study, we used microarrays to identify likely Zap1 target genes in the yeast genome, a group of genes that we referred to as the Zap1 "regulon" [3]. In that study, we identified a total of 46 genes in yeast that are potential targets of Zap1 activation. As described below, we have further addressed this issue using revised experimental approaches. This new analysis has led to the identification of many new potential Zap1 target genes. In addition, we have characterized the differential regulation of Zap1 target genes. We found that some genes respond to mild zinc deficiency and act as a first line of defense against this stress. These first-line defense genes participate in various mechanisms of zinc homeostasis. Other Zap1 target genes respond only to severe conditions of zinc limitation and serve as a second line of defense. Second-line defense genes act largely in the adaptation to conditions where zinc availability is insufficient to maintain optimal cell function.

## Results

### Identification of new Zap1 target genes

Our previous study suggested that Zap1 may directly activate the expression of as many as 46 different genes [3]. That study used genome-wide transcription profiling with DNA microarrays coupled with a motif identification algorithm, MEME. Specifically, we first compared gene expression in wild type cells grown in low and high zinc and identified 458 genes expressed more highly in low zinc in duplicate microarrays. We refer to this as "Experiment 1" or "E1." We then compared gene expression in wild type and *zap1Δ *mutant cells grown in low zinc and identified 214 genes that were expressed at a higher level in wild type cells in duplicate arrays. We refer to this condition as "Experiment 2" or "E2." A set of 111 genes showed increased expression in both E1 and E2. MEME identified potential ZRE sequences located within the promoter regions of 46 of the 111 genes. These results suggested that these 46 genes are direct targets of Zap1 gene regulation.

In this current study, we have further characterized the Zap1 regulon using additional microarray experiments and a more sensitive motif identification algorithm. First, we devised a third microarray experiment to identify Zap1 target genes. Since our previous analysis, we have generated alleles of Zap1 that are constitutive and poorly regulated by zinc. One such allele, designated "Zap1^TC^", was used in this study. The Zap1^TC ^allele contains mutations in or near the two activation domains of Zap1 that render those domains less responsive to zinc [7]. We predicted that Zap1 target genes would show increased expression in zinc-replete cells overexpressing the Zap1^TC ^allele. Microarray experiments were performed in which wild-type cells expressing the Zap1^TC ^allele and wild-type cells bearing the vector only were grown in high zinc conditions. We refer to this as "Experiment 3" or "E3." 

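In E3, both cultures of a pair were the wild-type strain DY1457, a haploid laboratory strain of mating type alpha. The test culture carried the Zap1TC allele on the plasmid pYef2 under the galactose-inducible GAL1 promoter, and the reference culture carried the empty vector. Cells were grown for 20 to 24 h in zinc-replete SD medium with 2% galactose and 1 μM added ZnCl2, to an OD600 of about 0.8. cDNA made from 1.2 μg of mRNA was labelled with Cy5 for the Zap1TC culture and with Cy3 for the vector culture. Each of 2 independent pairs of cultures was hybridized to 1 spotted whole-genome array, so a ratio above 1 means more mRNA in Zap1TC-expressing cells. The dyes had the same orientation on both arrays, and a gene-specific dye effect was therefore not removed from any ratio.

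The scanner's intensities cover 11303 spots of 5934 genes on array 1 and 11040 spots of 5881 genes on array 2. 2 spots were read for 86.8% and 84.7% of these genes. The median over spots of the ratio of Cy3 intensity to local background was 3.25 and 2.64 on the 2 arrays, and that of Cy5 was 2.78 and 2.21. The authors normalized the ratios within each slide by LOWESS. Here the local background was removed from the scanner's intensities by the normexp method with an offset of 50, which keeps every value above 0 and shrinks the ratios of dim spots. A loess curve with a span of 0.3 was then fitted within each array, and the spots of a gene were averaged on the log2 scale. Across the 5780 genes read on both arrays, which are not independent replicates, the log2 ratios of the arrays had a Pearson's r of 0.944. The median absolute difference between the arrays was 0.0976 on the log2 scale, against 0.0703 and 0.0671 between the 2 spots of a gene within an array. Genes were counted by the study's rule, a mean change of at least 1.5-fold with at least 1.4-fold on each array. They were also tested with limma, in a single fit with the arrays of the study's experiment on severe zinc limitation, at a Benjamini-Hochberg adjusted p under 0.05. With data simulated from these arrays, the test recovered 83.6% of genes changed 1.5-fold, 97% of those changed 2-fold and 100% of those changed 4-fold among 5780 genes. A simulated 4-fold change read as 2.77-fold, and 6.5% of the calls were of unchanged genes. Only 67, 67 and 66 genes were changed, by 1.5-fold, 2-fold and 4-fold, so this share does not carry over to the real counts.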

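The largest rises in Zap1TC-expressing cells were in genes of zinc acquisition and in genes of unknown function. ZPS1 (YOL154W), which encodes a cell wall protein similar to metalloproteases, had a log2 ratio of 6.29 ± 0.35 (SD, n = 2), a 78.1-fold rise. YOR387C and VEL1 (YGL258W), both of unknown function, had log2 ratios of 7.23 ± 0.21 and 6.77 ± 0.42 (SD, n = 2), or 150-fold and 109-fold. The paper lists the same ZRE sequences at nearly the same positions for both genes, and signal shared between their spots was not excluded. ZAP1 mRNA itself, which the array does not separate from that of the allele on the plasmid, was 101-fold higher, with a log2 ratio of 6.65 ± 0.26 (SD, n = 2). The adjusted p from limma was 4.36e-10 for VEL1 and lower for the other 3 genes.

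By the study's rule, 405 of the 5780 genes read on both arrays rose. limma called 1692 genes higher and 1693 lower at an adjusted p under 0.05, most of them with changes smaller than the rule asks for. Plain subtraction of the local background in place of normexp gave 816 genes by the same rule. It also raised the log2 ratio of ZAP1 to 7.67, that of ZPS1 to 6.89 and that of VEL1 to 7.62, and loess within each print-tip block lowered that of YOR387C to 6.59.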

Expression of 379 genes increased in Zap1^TC^-expressing cells an average of ≥ 1.5-fold in duplicate arrays. When combined with our previous results, a total of 53 genes were found to have the expected alterations of expression in E1, E2, and E3 conditions (Fig. 1A).

**Figure 1:**
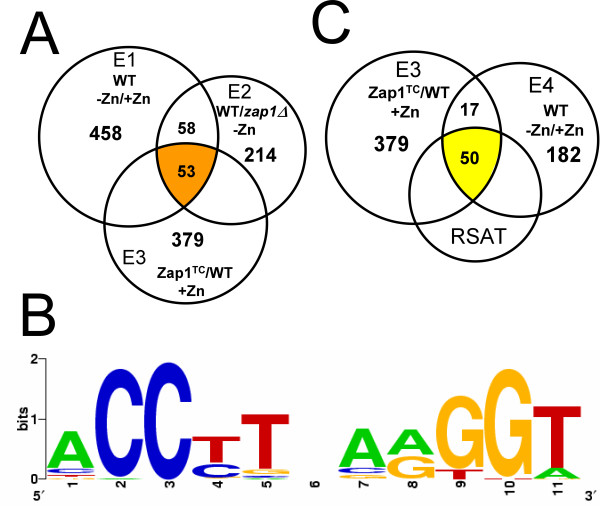
**New strategies to identify genes regulated by Zap1.** A) Identifying genes affected by moderate zinc deficiency. Experiments E1, E2, and E3 were combined to identify genes that showed increased expression in zinc-limited cells (E1), wild type cells vs. *zap1Δ *mutant cells in low zinc (E2), and Zap1^TC^-expressing cells in high zinc (E3). B) The ZRE sequences in the promoters of the previously identified 46 Zap1 target genes [3] were aligned and a logo was built using WebLogo. C) Experiments E3 and E4 were combined to identify Zap1 targets that respond to severe zinc deficiency. Regulatory Sequence Analysis Tools (RSAT) was used to identify potential ZREs in the promoters of co-regulated genes.

While MEME was very useful for our previous analysis, we became concerned about the ability of this algorithm to identify functional ZREs. For example, MEME was unable to identify experimentally confirmed ZREs in the promoters of the *ZRT2*, *PIS1*, and *EKI1 *genes [17,21,22] (data not shown). These observations suggested that MEME was not sufficiently sensitive to identify all potential ZREs within a collection of target gene promoters. Therefore, we analyzed the promoters of the 53 candidate genes (Fig. 1A) using a more sensitive motif identification algorithm called Regulatory Sequence Analysis Tools or RSAT. With RSAT, a position-specific probability matrix was generated using the ZREs identified by MEME and a representation of that consensus sequence is provided in Fig. 1B. This matrix was then used to search for additional ZRE-like sequences in the promoters of these genes. Sequences were scored based on their similarity to the probability matrix with higher scores indicating greater similarity. An RSAT score of 4.5 was used as a minimum cut-off value in this analysis because this is the lowest score obtained for a bona fide ZRE found in the *EKI1 *promoter [21]. Our reasoning was that sequences scoring ≥ 4.5 were strong candidates for functional ZREs. Among the 53 genes implicated to be Zap1 targets by the combination of E1, E2, and E3, the promoters of 49 genes contain one or more potential ZREs identified by RSAT and these are listed in Tables 1 and 2. Table 1 lists 33 genes that were identified as potential Zap1 targets in our previous experiments. While several of these have been demonstrated to be Zap1 targets by additional experiments (*DPP1*, *IZH1*, etc), several others (*MOH1*, *TKL2*, etc.) had not been further characterized since our initial analysis. 

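Zinc transport genes rose in cells carrying the Zap1TC allele. ZRT1 (YGL255W), the high-affinity zinc uptake transporter of the plasma membrane, had a log2 ratio of 5.36 ± 0.18 (SD, n = 2), or 41.1-fold (adjusted p = 5.26e-11 from limma). ZRT3, which exports zinc from the vacuole, rose 5.47-fold (2.45 ± 0.08), and ZRT2, the low-affinity uptake transporter, rose 2.7-fold (1.43 ± 0.07; SD, n = 2 for each). ZRC1, which imports zinc into the vacuole, and FET4, an uptake transporter for iron, copper and zinc, rose less, by 1.82-fold (0.86 ± 0.10) and 1.76-fold (0.81 ± 0.18). ADH4, an alcohol dehydrogenase, had a log2 ratio of 3.78 ± 0.04 (SD, n = 2), or 13.7-fold.

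IZH1 and IZH2, which encode relatives of membrane steroid receptors, had log2 ratios of 0.63 ± 0.10 and 1.83 ± 0.02 (SD, n = 2). Among targets with less prior work, MOH1, which encodes a zinc-binding protein of unknown function, read 1.90 ± 0.17 and TKL2, a transketolase of the pentose phosphate pathway, read 1.08 ± 0.09 on the same scale. Of the 33 genes of Table 1, 33 passed the study's rule and 33 were called higher by limma, with 33 also when adjusted over the list alone. Their median change was 2.41-fold and their range 1.55-fold to 150-fold. The study chose these genes partly on these arrays, so the count is not independent evidence of direction. The same holds for the list of 10 genes of zinc homeostasis taken from Table 4, of which 10 rose, 10 also over the list alone (camera adjusted p = 1.88e-09, but adjusted p = 0.344 with an estimated correlation). All 4 genes of zinc uptake rose as well, 4 also when adjusted over the list alone (camera adjusted p = 0.000135; adjusted p = 0.344 with an estimated correlation). With an estimated correlation camera has few degrees of freedom on so few arrays, so hardly any list could pass. The zinc homeostasis list lost its call although its estimated correlation, −0.05, lay below the preset 0.01. That of the zinc uptake list, 0.154, lay above it, so the preset p of that list may be too small. With plain background subtraction the log2 ratios of ZRT1, MOH1 and TKL2 were 6.02, 2.65 and 2.10. IZH1 missed the study's rule with the authors' deposited values and without replicate 2.

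The paper reasons from a prediction. Targets of Zap1 should rise in zinc-replete cells that overexpress an allele whose activation domains respond poorly to zinc, and the E1 and E2 results, not analysed here, had already tied these genes to low zinc and to an intact ZAP1.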

For all genes listed, the new E3 analysis provided additional experimental support that these genes are indeed Zap1 targets.

**Table 1:** Confirmation of previously identified Zap1 target genes by E1, E2, and E3 clustering.

**ORF^a^**	**Gene**	**Function**	**Fold induction**				**ZRE**		
				
			**E1^b^**	**E2^b^**	**E3-1^c^**	**E3-2^c^**	**start^d^**	**score^e^**	**sequence**
**Experimentally tested Zap1 target genes**									

YDR284C	*DPP1*	diacylglycerol pyrophosphate phosphatase	5.5	3.6	2.4	2.2	-452	9.6	ACCTGAAAGGT
YDR492W	*IZH1*	membrane steroid hormone receptor ortholog	2.8	4.4	1.4	1.6	-914	5.0	TCCCTCAATGA
							-417	11.2	ACCCTAAAGGT
YGL255W	*ZRT1*	plasma membrane zinc uptake transporter	24.2	18.9	38.8	34.4	-456	9.3	ACCTTTGGGGT
							-338	7.7	ACCTCGAAGGA
							-319	12.0	ACCTTGAGGGT
							-204	11.7	ACCTTGAAGGT
YGL256W	*ADH4*	alcohol dehydrogenase IV	26.2	5.6	12.6	12.6	-269	9.4	ACCGTGAAGGT
							-191	5.3	GCCTTCAATGA
YJL056C	*ZAP1*	zinc-responsive transcriptional activator protein	7.5	16.9	96.5	79.7	-144	11.2	ACCCTAAAGGT
YKL175W	*ZRT3*	vacuolar zinc export transporter	7.9	8.7	4.9	4.8	-155	11.6	ACCTTAAGGGT
YLR130C	*ZRT2*	plasma membrane zinc uptake transporter	5.6	12.3	2.7	2.5	-941	6.1	ACCCTAACTGT
							-311	11.2	ACCCTAAAGGT
							-262	11.2	ACCCTAAAGGT
							-174	5.8	ACCTTTTGGGA
							-112	4.9	ACCAACAGGGT
							-41	5.3	GCCTGCAATGT
YMR243C	*ZRC1*	vacuolar zinc import transporter	2.1	4.7	1.6	1.8	-174	9.6	GCCTTGAAGGT
YMR319C	*FET4*	plasma membrane Fe/Cu/Zn uptake transporter	2.3	2.4	1.6	1.7	-384	7.8	ACCCCACGGGT
YNR039C	*ZRG17*	endoplasmic reticulum zinc import transporter	3.2	3.5	2.3	1.9	-527	11.7	ACCTTGAAGGT
YOL002C	*IZH2*	membrane steroid hormone receptor ortholog	1.9	2.0	3.4	3.3	-256	7.7	ACCCTAGAGGA
							-173	7.2	ACCCCGAGTGT
YOL154W	*ZPS1*	cell wall protein, putative metalloprotease	13.9	10.1	78.6	57.9	-329	11.8	ACCTTCAGGGT
							-314	11.8	ACCTTCAGGGT

**Likely Zap1 target genes**									

YBL049W	*MOH1*	zinc-binding protein, function unknown	10.7	2.2	3.2	3.8	-387	8.7	CCCTTGAGGGA
YBR117C*	TKL2*	transketolase, pentose phosphate pathway	5.4	2.0	1.9	2.1	-844	8.2	ACCTTATGGGT
							-524	5.3	ACCCAAAATGT
YDR055W*	PST1*	cell wall protein	5.0	2.7	2.0	1.9	-886	7.4	ACCCCAAGGGA
							-405	8.0	TCCTTGAGGGA
YGL121C	*GPG1*	putative gamma subunit of a heterotrimeric G protein	10.8	2.7	2.1	2.4	-287	8.3	CCCTTCGAGGT
							-208	9.0	ACCGTAAAGGT
YGL257C	*MNT2*	mannosyltransferase, O-linked glycosylation	2.3	4.4	4.0	3.7	-572	5.3	GCCTTCAATGA
							-494	9.4	ACCGTGAAGGT
YGL258W	*VEL1*	function unknown	16.3	4.0	112.6	78.6	-763	6.3	ACCTTGCATGA
							-232	10.4	ACCCTGCGGGT
YGR295C	*COS6*	function unknown	2.7	2.2	1.5	1.6	-875	5.0	AACTTAAATGT
							-309	9.1	ACCTTAAATGT
YJL132W*		similar to phospholipase D	5.2	3.8	3.3	2.8	-154	7.8	ACCCAAAGGGT
YJR061W		Mnn4-related, N-linked glycosylation	4.6	2.1	2.0	1.8	-278	9.8	ACCTTCAAGGA
YKL165C	*MCD4*	glycosylphosphatidylinositol (GPI) anchor synthesis	4.1	2.5	1.8	1.8	-104	11.4	ACCTTAAAGGT
YLL020C		function unknown	5.1	3.1	1.7	1.6	-933	12.0	ACCTTGAGGGT
YMR120C	*ADE17*	AICAR transformylase, purine biosynthesis	5.2	3.7	1.9	2.2	-98	8.7	ACCTTTAGTGT
YMR271C	*URA10*	orotate phosphoribosyltransferase, pyrimidine biosynthesis	6.1	2.5	4.9	5.2	-143	7.9	ACCTTTCGGGA
YMR297W	*PRC1*	vacuolar carboxypeptidase Y	3.0	3.5	1.5	1.9	-182	8.1	ACCCCGCGGGT
YNL254C		function unknown	9.7	12.0	2.3	2.0	-432	11.7	ACCTTGAAGGT
YNL336W	*COS1*	function unknown	2.1	2.0	1.6	1.6	-871	5.0	AACTTAAATGT
							-591	5.3	AACCTAGAGGT
							-314	9.1	ACCTTAAATGT
YOL084W	*PHM7*	major facilitator superfamily member, function unknown	9.7	2.1	2.5	2.3	-766	11.7	ACCTTGAAGGT
YOL131W		function unknown	5.0	2.3	2.5	2.2	-1000	7.6	AACTTCAGGGT
							-458	8.2	ACCTGGAAGGA
							-364	5.9	ACCCAAGAGGT
							-122	5.5	TCCATTAGGGT
YOR387C		function unknown	17.8	19.3	136.4	113.6	-763	6.3	ACCTTGCATGA
							-231	10.4	ACCCTGCGGGT
YOR134W	*BAG7*	GTPase-activating protein, control of cell wall synthesis	5.9	2.0	1.7	1.6	-445	6.0	CCCTCCAAGGA
							-325	8.6	CCCCTGCAGGT
YPL250C*	ICY2*	function unknown	2.1	2.3	3.1	3.1	-756	8.9	CCCTTCCGGGT
							-524	7.4	ACCCCAAGGGA
							-475	5.7	GCCCAAAGGGT
							-360	5.6	CCCGTCAGTGT

a) Results for genes marked with asterisks were confirmed independently by S1 nuclease protection assay in Figure 2.

b) Expression ratios are the average of two independent microarray experiments (Lyons et. al. 2000).

c) Results from two independent microarray experiments (E3-1 and E3-2) are shown.

d) Numbers indicate the distance from the ATG initiation codon.

e) Score calculated for each sequence with a position-specific scoring matrix generated by RSAT.

**Table 2:** New candidate Zap1 target genes identified by E1, E2, and E3 clustering.

**ORF^a^**	**Gene**	**Function**	**Fold induction**				**ZRE**		
				
			**E1^b^**	**E2^b^**	**E3-1^c^**	**E3-2^c^**	**start^d^**	**score^e^**	**sequence^f^**
YBL029W		function unknown	3.0	2.9	1.6	1.4	-995	5.8	CCCCTGCCGGT
YBR072W*	HSP26*	small heat shock protein, protein folding	40.5	2.0	3.3	3.5	-451	5.3	**ACCTTGCCTGT**
YDR077W*	SED1*	cell wall protein	2.6	2.2	2.6	2.1	-896	4.7	**CCCTTATAGGA**
YGR088W*	CTT1*	catalase T, oxidative stress resistance	17.1	3.7	1.9	1.7	-337	5.7	CCCTTACCGGT
YGR243W	*FMP43*	mitochondrial protein, function unknown	2.8	2.7	3.1	2.5	-552	4.9	TCCTCGAATGT
YHR214W-A		function unknown	6.5	2.6	3.0	3.2	-274	4.8	ACCTCTGGTGT
YIL045W	*PIG2*	putative protein phosphatase regulatory subunit	4.6	2.4	1.6	1.5	-859	4.7	ACCTTCCACGT
YJL048C*	UBX6*	UBX (ubiquitin regulatory X) domain-containing protein	2.3	3.3	1.8	1.6	-198	5.2	**TCCATTAAGGT**
							-39	5.9	CCCTCAAAGGA
YKR046C	*PET10*	lipid particle protein, unknown function	2.9	3.0	1.7	1.7	-929	4.8	ATCTTGCAGGT
YLR136C*	TIS11*	tristetraproline homolog, control of mRNA stability	2.6	4.1	5.6	3.7	-821	4.9	**GCCCGTGAGGT**
							-768	6.3	AACCTGCGGGT
							-507	6.0	GCCCAGAGGGT
YML028W	*TSA1*	peroxiredoxin, oxidative stress resistance	5.0	2.9	2.0	1.5	-195	5.5	**GCCCGTCGGGT**
							-170	7.2	TCCCTAAAGGA
YMR181C		function unknown	5.9	2.2	2.6	2.7	-237	5.1	CCCTTCGAGGG
YNL239W*	LAP3*	homocysteine thiolactonase	2.1	4.7	2.9	2.9	-947	4.8	GCCTCCAATGT
YOL082W	*ATG19*	autophagy and cytoplasm-to-vacuole (CVT) targeting pathway	4.3	3.2	1.6	1.4	-281	5.9	ACCTTAAAAGT
							-998	4.9	ACCAACAGGGT
YOL155C*		cell wall protein	11.8	3.5	2.3	2.9	-361	6.3	**ACCGTGCAGGA**
YPL159C	*PET20*	mitochondrial protein required for respiratory growth	9.1	5.2	4.5	4.0	-278	5.3	GCCATTAAGGT
							-180	5.6	ACCCTTTGGGA

a) Results for genes marked with asterisks were confirmed independently by S1 nuclease protection assay in Figure 2.

b) Expression ratios are the average of two independent microarray experiments (Lyons et. al. 2000).

c) Results from two independent microarray experiments (E3-1 and E3-2) are shown.

d) Numbers indicate the distance from the ATG initiation codon.

e) Score calculated for each sequence with a position-specific scoring matrix generated by RSAT.

f) ZREs shown in bold were tested for interaction with Zap1 as described in Figure 3A.

Table 2 lists 16 new candidate Zap1 target genes identified in this study. These genes were not identified in our previous analysis due to the insensitivity of MEME in detecting ZRE-like sequences. This group includes *HSP26*, *SED1*, *CTT1*, and *TSA1*.

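All 4 of these genes rose in Zap1TC-expressing cells. HSP26, which encodes a small heat shock protein that keeps other proteins from aggregating, had a log2 ratio of 1.86 ± 0.06 (SD, n = 2), or 3.62-fold (adjusted p = 1.02e-06 from limma). SED1, a major cell wall glycoprotein, read 2.25 ± 0.12 (4.75-fold), and TSA1, the main cytosolic peroxiredoxin, read 1.40 ± 0.27 (2.63-fold; SD, n = 2 for each). CTT1, the cytosolic catalase, rose 1.81-fold, with a log2 ratio of 0.86 ± 0.13 (SD, n = 2). TIS11, an mRNA-binding protein that destabilizes its targets, read 2.28 ± 0.46 (SD, n = 2), and its 2 arrays stood further apart than those of the other genes named here. PIG2, a putative regulatory subunit of a protein phosphatase, read 0.67 ± 0.07 (SD, n = 2).

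Of the 16 genes of Table 2, 16 passed the study's rule and 16 were called higher by limma, as were 16 when adjusted over the list alone. Their changes ranged from 1.56-fold to 4.87-fold, with a median of 2.94-fold. The study picked these genes with the help of these arrays, so the count is not independent evidence of direction. Values of very bright spots depended on the normalization. With the authors' deposited values the log2 ratio of SED1 was 1.23 and that of TSA1 0.81, and with loess within each print-tip block that of TSA1 was 0.66, below the study's rule on 1 array.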

We noted that 13 of the 46 Zap1 target genes previously identified were not clearly up-regulated in cells expressing the Zap1^TC ^allele (E3). The E1, E2, and E3 results for these genes are provided in Additional file 1. 

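Of the 13 earlier targets of Additional file 1, 10 were read on both E3 arrays. RAD27, a nuclease of DNA replication and repair, rose slightly, with a log2 ratio of 0.41 ± 0.05 (SD, n = 2), or 1.33-fold (adjusted p = 0.000513 from limma). COS4 and COS8, of a family of membrane proteins encoded near the telomeres, read 0.59 ± 0.16 and 0.55 ± 0.02, and YMR086W, a ribosome-associated protein, read 0.55 ± 0.09 (SD, n = 2 for each). PEP4, the vacuolar proteinase A, read 0.29 ± 0.01 (SD, n = 2; adjusted p = 0.00214 from limma).

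Another 5 genes did not pass the test. NRG2, a repressor that acts in glucose repression, had a log2 ratio of 0.02 ± 0.04 and an adjusted p of 0.837 from limma. The values were 0.02 ± 0.13 for TPO5, a putative polyamine transporter, 0.05 ± 0.01 for ZIP1, a protein of the synaptonemal complex, 0.05 ± 0.22 for the globin-like YNL234W and 0.04 ± 0.08 for GRE2, the methylglyoxal reductase (SD, n = 2 for each). COS3 and YBL048W were read on 1 array, at 0.51 and 0.53, and COS2 was not analysed here. limma thus called 5 of the 10 higher, and 5 when adjusted over the list alone, while 0 passed the study's rule. The median change was 1.13-fold and the highest 1.51-fold. The COS genes are similar in sequence and can share signal on an array.

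Some processing choices moved genes across the rule. It was met by COS4, COS8 and YMR086W with plain background subtraction, by YMR086W and PEP4 with loess within print-tip blocks, and by COS8 with median centring. Without replicate 1 COS4 met it, and without replicate 2 YMR086W did. The call of PEP4 was lost with the deposited values (log2 ratio 0.10, adjusted p = 0.141 from limma), and ZIP1 gained a call with plain subtraction (0.32, adjusted p = 0.0463).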

While several of these genes showed increased expression in the Zap1^TC^-expressing cells, these increases did not satisfy our cut-off criteria. It is unclear at this time why these genes were less responsive to the constitutive Zap1 allele than other targets. 

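The 4 genes of Additional file 2 rose in Zap1TC-expressing cells. PIR3 (YKL163W), which encodes a covalently bound cell wall protein, had a log2 ratio of 2.20 ± 0.07 (SD, n = 2), or 4.6-fold (adjusted p = 1.04e-08 from limma). YBR285W, of unknown function, had a log2 ratio of 1.87 ± 0.35 (3.65-fold), which plain background subtraction raised to 2.99. ALD2, an aldehyde dehydrogenase, rose 1.75-fold (0.81 ± 0.03), and YNR066C, a putative membrane protein, rose 1.61-fold (0.68 ± 0.23; SD, n = 2 for each). Each of the 4 passed the study's rule and limma's test, also when adjusted over the list alone, and their median change was 2.53-fold. These genes too were selected on these arrays, so their direction here is not independent evidence. YNR066C lay nearest to the threshold: it missed the rule with loess within print-tip blocks, with median centring and without replicate 1.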

We also found that 4 genes (*ALD2*, *PIR3*, *YBR285W*, *YNR066C*) showed increased expression in E1, E2, and E3 but did not contain ZREs in their promoters that were detectable by RSAT (Additional file 2). These genes may contain ZRE sequences that are more divergent from the consensus. Alternatively, Zap1 may alter their expression indirectly. It should be noted that *ALD2 *is closely related to *ALD3*, which was found to be a potential Zap1 target (Table 3). Therefore, *ALD2 *may have been detected due to cross-hybridization with *ALD3 *mRNA in the microarray experiments.

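ALD2 (YMR170C) and ALD3 (YMR169C) are neighbours with nearly the same coding sequence. In E3 the log2 ratio of ALD3 was 1.00 ± 0.03 (SD, n = 2), or 2-fold (adjusted p = 1.78e-05 from limma), and the ALD2 spots changed in the same direction on both arrays, by 1.78-fold and 1.73-fold. The array values do not separate the 2 transcripts.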

**Table 3:** New candidate Zap1 target genes identified by E3 and E4 clustering.

**ORF^a^**	**Gene**	**Function**	**Fold induction^b^**				**ZRE**		
				
			**E3-1**	**E3-2**	**E4-1**	**E4-2**	**start^c^**	**score^d^**	**sequence^e^**
YDL125C*	HNT1*	adenosine 5'-monophosphoramidase	1.9	1.6	3.6	4.1	-279	6.9	**GCCTCAAAGGT**
YEL060C*	PRB1*	vacuolar proteinase B	2.6	2.8	2.0	2.1	-677	6.5	**GCCATGAGGGT**
YFL014W	*HSP12*	cell wall protein, stress resistance	1.5	1.5	4.4	3.7	-211	5.0	ACCTCAAAGTT
YGR254W	*ENO1*	enolase I, glycolysis and gluconeogenesis	2.6	2.9	1.4	1.7	-927	9.4	ACCGTGAAGGT
							-371	5.1	ACCTGAGCGGT
							-216	5.6	CACCTCAAGGT
YGR279C*	SCW4*	cell wall protein with similarity to glucanases	1.8	1.9	1.5	1.4	-481	5.4	CCCTGCACGGT
							-466	6.3	ACCCTCTGGGA
YHR174W*	ENO2*	enolase II, glycolysis and gluconeogenesis	2.5	2.8	1.3	1.6	-594	4.8	**ACGCTGCGGGT**
YIL169C*		cell wall potein	3.4	3.1	2.1	2.2	-742	10.8	ACCCGGAAGGT
							-252	6.0	ACCTCGCAGGC
YJL052W	*TDH1*	glyceraldehyde-3-phosphate dehydrogenase	1.4	1.6	1.6	1.6	-347	4.6	ACCTTCGGAGT
YJL171C		cell wall protein	1.6	1.8	1.6	1.8	-573	4.9	CCCATAAAGGA
YKR042W*	UTH1*	mitochondrial protein, oxidative stress resistance	3.5	4.0	1.4	1.5	-282	6.9	CCCTTCAATGT
YLL053C		aquaporin	1.6	1.5	1.7	1.5	-354	5.5	ACCGGTCGGGT
YMR169C	*ALD3*	aldehyde dehydrogenase	2.0	1.9	1.6	1.5	-214	9.1	TCCCTAAGGGT
							-79	4.6	ACCTGGCATGA
YOR348C	*PUT4*	proline permease	1.8	1.8	1.9	1.8	-299	8.2	CCCTGCAAGGT
YPL274W*	SAM3*	S-adenosylmethionine permease	1.9	1.7	2.1	2.2	-240	4.7	**TCCCCTGCGGT**
YPR003C		putative ER sulfate permease	2.2	2.1	1.5	1.5	-149	5.5	ACCGAAAAGGT

a) Results for genes marked with asterisks were confirmed independently by S1 nuclease protection assay in Figure 2.

b) Results from two independent microarray experiments (E3-1, E3-2; E4-1, E4-2) for each condition are shown.

c) Numbers indicate the distance from the ATG initiation codon.

d) Score calculated for each sequence with a position-specific scoring matrix generated by RSAT.

e) ZREs shown in bold were tested for interaction with Zap1 as described in Figure 3A.

### Identification of Zap1 targets induced by severe zinc deficiency

In our previous study, cells grown in the low zinc conditions used in E1 and E2 experiments were cultured in CSD medium from which zinc was removed with a metal-binding resin [3]. This medium was chosen to specifically provide a zinc-limiting condition without the use of strong chelators that can bind other metal ions and alter their availability. However, because chelators are not included in CSD, this medium is not severely zinc limiting due to the presence of small amounts of contaminating zinc. We reasoned that some Zap1 targets might require extremely low zinc conditions, i.e. lower than that provided by CSD, to be induced. Therefore, to search for additional Zap1 target genes, microarray experiments were performed with RNA from cells grown in LZM, a low zinc medium containing EDTA and citrate as metal buffers. Because of these chelators, cells grown in LZM + 3 μM added ZnCl_2 _are more zinc-limited than cells grown in CSD with no added zinc. 

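In E4, the strain DY1457 was grown for 14 to 16 h in LZM with 3 μM ZnCl2 and, as the zinc-replete reference, in LZM with 3 mM ZnCl2, to an OD600 of about 0.7. cDNA of the zinc-limited culture was labelled with Cy5 and that of the reference with Cy3, and 2 independent pairs of cultures gave 2 arrays. The dye orientation was that of E3, so a gene-specific dye effect would push a gene the same way on all 4 arrays. Medium and carbon source also differ between the experiments.

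The arrays hold 10036 spots of 5295 genes and 10295 spots of 5361 genes, with 2 spots for 86.7% and 88.8% of the genes. The Cy3 signal lay closer to the background than in E3, with a median per-spot ratio to the local background of 2.04 and 2.06. For Cy5 the median ratio was 2.06 and 2.34, which overlaps with E3. A spot was taken as well above background in a channel where it exceeded its local background by more than 2.6 SD of that channel's local backgrounds. This held for 98.7% and 95.3% of spots in Cy3 and for 85.5% and 87.2% in Cy5. Where a gene missed it in a channel on both arrays, its change is given as a bound ("at least"), computed on normalized log2 means against the lowest signal well above background in that channel or the gene's own signal if higher, and such bounds remain open to dye bias. The bounds hold for the normexp values only. The deposited values, made without background subtraction, lie below some of them. Background removal, normalization and tests were those used for E3. The log2 ratios of the 2 arrays had a Pearson's r of 0.94 across 5129 genes, and their median absolute difference was 0.0878, against 0.0693 and 0.0643 between the 2 spots of a gene. In data simulated from these arrays, limma recovered 88.1% of 1.5-fold, 98.5% of 2-fold and 98.5% of 4-fold changes among 5129 genes. A 4-fold change read as 2.54-fold, and 23.1% of the calls were of unchanged genes, or 1.16% of the unchanged genes. Only 67, 67 and 66 genes were changed, by 1.5-fold, 2-fold and 4-fold, with the same spread for all genes. The share of 23.1% therefore does not carry over to the counts of called genes in E4. These counts may still hold more false calls than the adjusted p states.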

When comparing expression in cells grown in LZM + 3 μM ZnCl_2 _vs. LZM + 3 mM ZnCl_2_, 182 genes were up-regulated ≥ 1.5-fold in duplicate arrays under this very low zinc condition. We refer to this experiment as "E4." 

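Genes of zinc acquisition and genes of unknown function rose strongly in cells grown with 3 μM zinc. ZPS1 had a log2 ratio of 7.32 ± 0.01 (SD, n = 2), or 160-fold, and ZRT1 one of 6.64 ± 0.28, or 99.9-fold (adjusted p = 3.44e-11 and 4.24e-11 from limma). Between them stood YOR387C and VEL1, with 7.15 ± 0.24 and 6.79 ± 0.45 (SD, n = 2), and below them ADH4, with 4.05 ± 0.07. Signal shared between the spots of YOR387C and VEL1 was not excluded. TIS11, the mRNA-binding protein, had a log2 ratio of 3.37 ± 0.21 (SD, n = 2), with its Cy3 signal well above background on 1 of the 2 arrays. ZAP1, here without a plasmid copy, rose at least 2.8-fold (adjusted p = 9.9e-07 from limma), its Cy3 signal being not well above background. With the deposited values it rose less, by 2.029-fold and 2.065-fold on the 2 arrays.

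The other zinc transporter genes rose as well. ZRT3 read 2.49 ± 0.07, FET4 1.46 ± 0.18, ZRC1 1.12 ± 0.01 and ZRT2 0.87 ± 0.00 on the log2 scale (SD, n = 2 for each). IZH1 rose 2.23-fold and IZH2 1.55-fold. All 10 genes of the zinc homeostasis list were called higher, 10 also when adjusted over the list alone (camera adjusted p = 3.84e-10; adjusted p = 0.357 with an estimated correlation), as were the 4 genes of zinc uptake (camera adjusted p = 2.24e-05; adjusted p = 0.357 with an estimated correlation). The genes of these lists stand in Table 1, which the study chose with E1, E2 and E3, so the E4 arrays did not enter that choice. Compared with E3, ZRT1 and ZPS1 rose further in E4, by 1.28 and 1.03 on the log2 scale (adjusted p = 8.95e-05 and 0.00033 for the difference in limma), and ZRT2 rose less (−0.56, adjusted p = 0.000609).

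In all, 238 of 5129 genes passed the study's rule, and limma called 1317 genes higher and 1276 lower. The rule gave 536 genes with plain background subtraction and 157 with the deposited values. The log2 ratio of ZRT1 was 7.46 and 5.90 under these 2 settings, that of YOR387C 8.23 and 6.40, that of VEL1 8.53 and 5.86 and that of TIS11 5.64 and 2.64. With no background correction these genes read 6.01 (ZRT1), 6.50 (YOR387C), 5.94 (VEL1) and 2.67 (TIS11).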

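Of the 4992 genes read on all 4 arrays, 318 passed the study's rule in E3 and 236 in E4, and 77 passed in both. Independent lists of these sizes would share 15 genes, so the observed number is 5.12 times that of chance (odds ratio 9.06, Fisher's exact test across genes, two-sided p = 6.33e-37). Genes are not independent replicates, and the shared dye orientation is not removed from either list. Of the 77 genes, 50 stand in Tables 1 to 3 and 2 in Additional files 1 and 2.

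Another 25 stand in none of these. Of these, 3 are given as examples chosen after their values were seen. BGL2, a glucanase of the cell wall, had log2 ratios of 0.91 ± 0.05 in E3 and 0.88 ± 0.06 in E4 (SD, n = 2), a difference that did not pass limma's test (adjusted p = 0.797). CCW12, an abundant cell wall mannoprotein, read 1.29 ± 0.13 and 1.10 ± 0.19, and GPM1, the phosphoglycerate mutase of glycolysis, read 0.69 ± 0.09 and 0.62 ± 0.05 (SD, n = 2). Both are bright spots whose E3 values depended on the normalization. With loess within print-tip blocks CCW12 fell to a log2 ratio of 0.22, and GPM1 to 0.14, no longer called by limma (adjusted p = 0.132). The deposited values gave 0.49 for CCW12.

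The number of shared genes was 186 with plain background subtraction, where 59.3 would be shared by chance, and 51 with the deposited values, where 7.81 would. The ratio of observed to expected was thus 3.14 and 6.53 under these settings.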

The overlap between E3 and E4 was 67 genes (Fig. 1C). Of these 67 genes, 50 contained ZRE-like sequences in their promoters detectable by RSAT. Fifteen of these 50 genes were not detected in the more mild E1/E2 growth conditions suggesting that they are only induced under severe zinc-limiting conditions. A list of these additional potential Zap1 target genes is provided in Table 3.

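All 15 genes of Table 3 were called higher by limma in both experiments, 15 in each also when adjusted over the list alone. PUT4, the proline permease, had log2 ratios of 0.88 ± 0.02 in E3 and 1.24 ± 0.14 in E4 (SD, n = 2), and YLL053C, an aquaporin-like protein, 0.70 ± 0.01 and 1.00 ± 0.16. ALD3, the aldehyde dehydrogenase, read 0.87 ± 0.37 in E4, and its relative ALD2 rose at least 1.48-fold there. With plain background subtraction the E4 values of these genes were larger: 2.52 for PUT4, 1.89 for ALD3 and 3.37 for ALD2.

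The median change over Table 3 was 2.13-fold in E3, with a range of 1.62-fold to 4.53-fold. In E4 the median was 1.85-fold and the range 1.5-fold to at least 6.04-fold, the bound of HSP12. By the study's rule, 14 of the 15 passed in both experiments. The remaining gene, ENO2, had changes of 1.78-fold and 1.39-fold on the E4 arrays. As these arrays were used to choose the genes, the counts are not independent evidence of direction. With the deposited values 8 of the 15 passed in both, since ENO1, SCW4, ENO2, TDH1, UTH1, ALD3 and YPR003C did not.

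The paper reasons that some targets of Zap1 might need less zinc than the milder medium of E1 and E2 leaves to the cell. It therefore looked for genes that rose both with Zap1TC and in LZM with 3 μM ZnCl2. From the genes of this overlap that carry ZRE-like sequences and were not detected in E1 and E2, it proposes that they are induced only under severe zinc limitation. E1 and E2 were not analysed here.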

To summarize this analysis, we have obtained additional evidence that 33 genes previously identified in our experiments are Zap1 targets (Table 1). In addition, we have identified a total of 31 new candidate Zap1 target genes (Tables 2 and 3). 

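Taken over Tables 1 to 3, the 64 candidate targets rose in both experiments with few exceptions. The study chose all of them with the help of the E3 arrays, and those of Table 3 also with the E4 arrays. A direction on arrays used for the choice is not independent evidence. In E3, limma called 64 of the 64 higher, 43 of them by at least 2-fold and 14 by at least 4-fold, with a median of 2.4-fold. In E4, 60 of them were read on both arrays and 59 were called higher, 32 by at least 2-fold and 12 by at least 4-fold, with a median of 2.15-fold. The exception was ADE17, an enzyme of purine synthesis, with a log2 ratio of 0.14 ± 0.16 (SD, n = 2; adjusted p = 0.158 from limma). TKL2, PHM7, CTT1 and YBL029W were not read on both E4 arrays.
By the study's rule, 50 of the 60 passed in E4: 25 of 31 from Table 1, 11 of 14 from Table 2 and 14 of 15 from Table 3. ICY2, of unknown function, read 1.85 ± 0.07 in E3 and 2.28 ± 0.09 in E4 (SD, n = 2), and 3.03 in E4 with plain background subtraction. Those that missed the rule in E4 besides ADE17 and ENO2 were IZH2, COS6, COS1, YJR061W, YOL131W, YHR214W-A, YMR181C and PET20. The calls of COS6, COS1 and YOL131W in E4 were lost without replicate 1 (adjusted p = 0.11, 0.0693 and 0.136 in limma), and that of COS6 also with plain subtraction (adjusted p = 0.0564). The size of the response differed between the experiments for 44 of the 60 genes (73.3%) by limma's test of the difference, with 18 higher and 26 lower in E4. Of all genes tested, 2404 of 4992 (48.2%) differed by the same test, 1324 higher and 1080 lower. With plain background subtraction 35 of 59 genes of Tables 1 to 3 differed, 19 higher and 16 lower. With no background correction the split was 12 higher and 33 lower, and with the deposited values 11 and 30. MOH1 rose at least 1.77-fold in E4 with normexp, and by 1.424-fold and 1.582-fold on the E4 arrays with the deposited values. The experiments also differ in medium and carbon source.

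**Figure D1:**
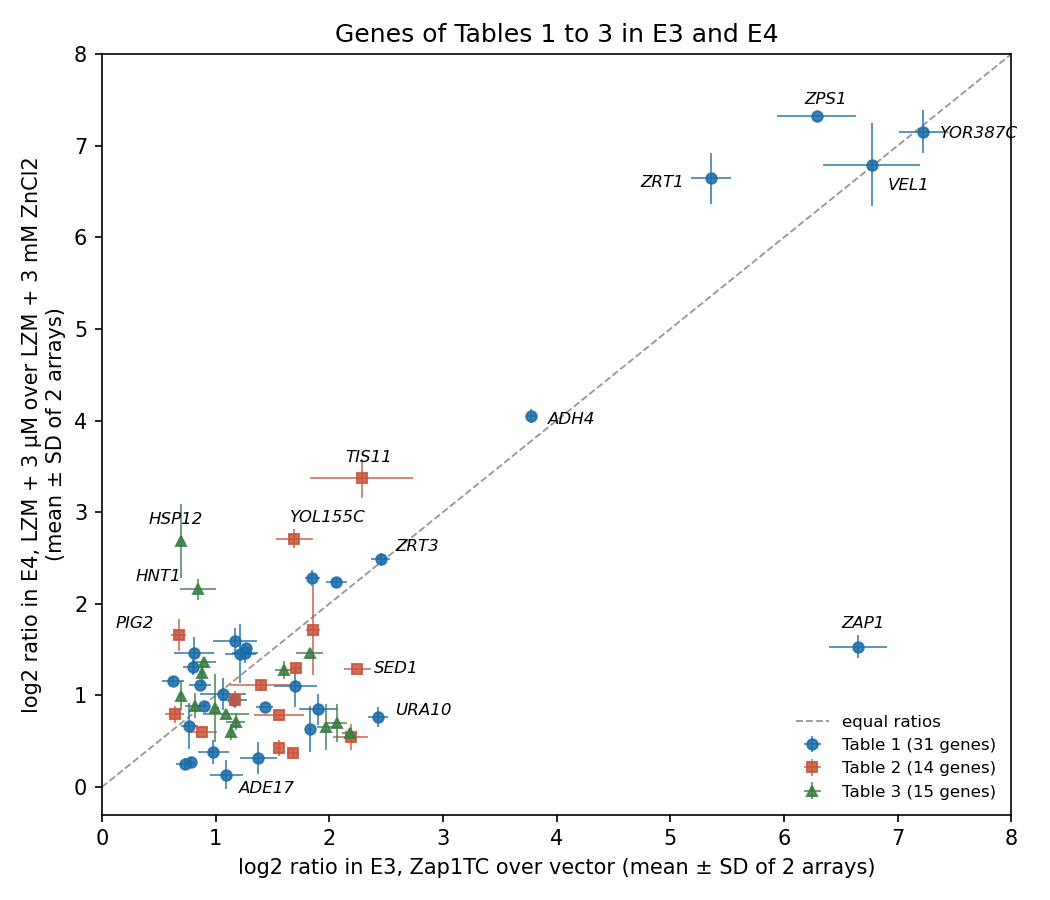
Mean log2 ratio of each gene of Tables 1 to 3 in E3 (Zap1TC over vector, x axis) and in E4 (LZM + 3 μM over LZM + 3 mM ZnCl2, y axis) for the 60 genes read on all 4 arrays, with bars of 1 SD over 2 arrays and a dashed line at equal ratios. Genes of Table 1 (31), Table 2 (14) and Table 3 (15) lie above 0 on both axes. The study chose all of them with the help of the E3 arrays, and those of Table 3 also with the E4 arrays. ZPS1, YOR387C, VEL1 and ZRT1 stand at the top of both, and ZAP1 stands to the right. Its E3 value does not separate the transcripts of the plasmid and of the chromosome. Signal shared between the spots of YOR387C and VEL1 was not excluded.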

The functions of many of these genes and their possible relevance to zinc deficiency will be discussed later in this report.

### Confirmation of microarray and RSAT results

To confirm the effects of zinc status and Zap1 mutations on potential target gene expression, a subset of genes from Tables 1, 2, 3 were selected for further analysis by S1 nuclease protection assay of RNA samples that were not used for the microarray analysis. The known Zap1 target *ZRT1 *and the constitutive calmodulin (*CMD1*) gene were used as positive and negative controls, respectively (Fig. 2A). Four genes from Table 1 previously suggested to be Zap1 targets (*TKL2, PST1*, *YJL132W*, *ICY2*) were tested using cells grown under the same conditions as were used for microarray experiments E3 and E4. The increased expression of these genes in cells grown in low zinc or in cells expressing the Zap1^TC ^allele was confirmed by this analysis (Fig. 2B). Similarly, we tested 14 of the 31 new candidate Zap1 target genes, i.e. 7 from Table 2 (Fig. 2C) and 7 from Table 3 (Fig. 2D). The expression patterns of all 14 of these genes were confirmed by S1 nuclease protection assay. These data indicate that we have discovered several new genes directly regulated by Zap1.

**Figure 2:**
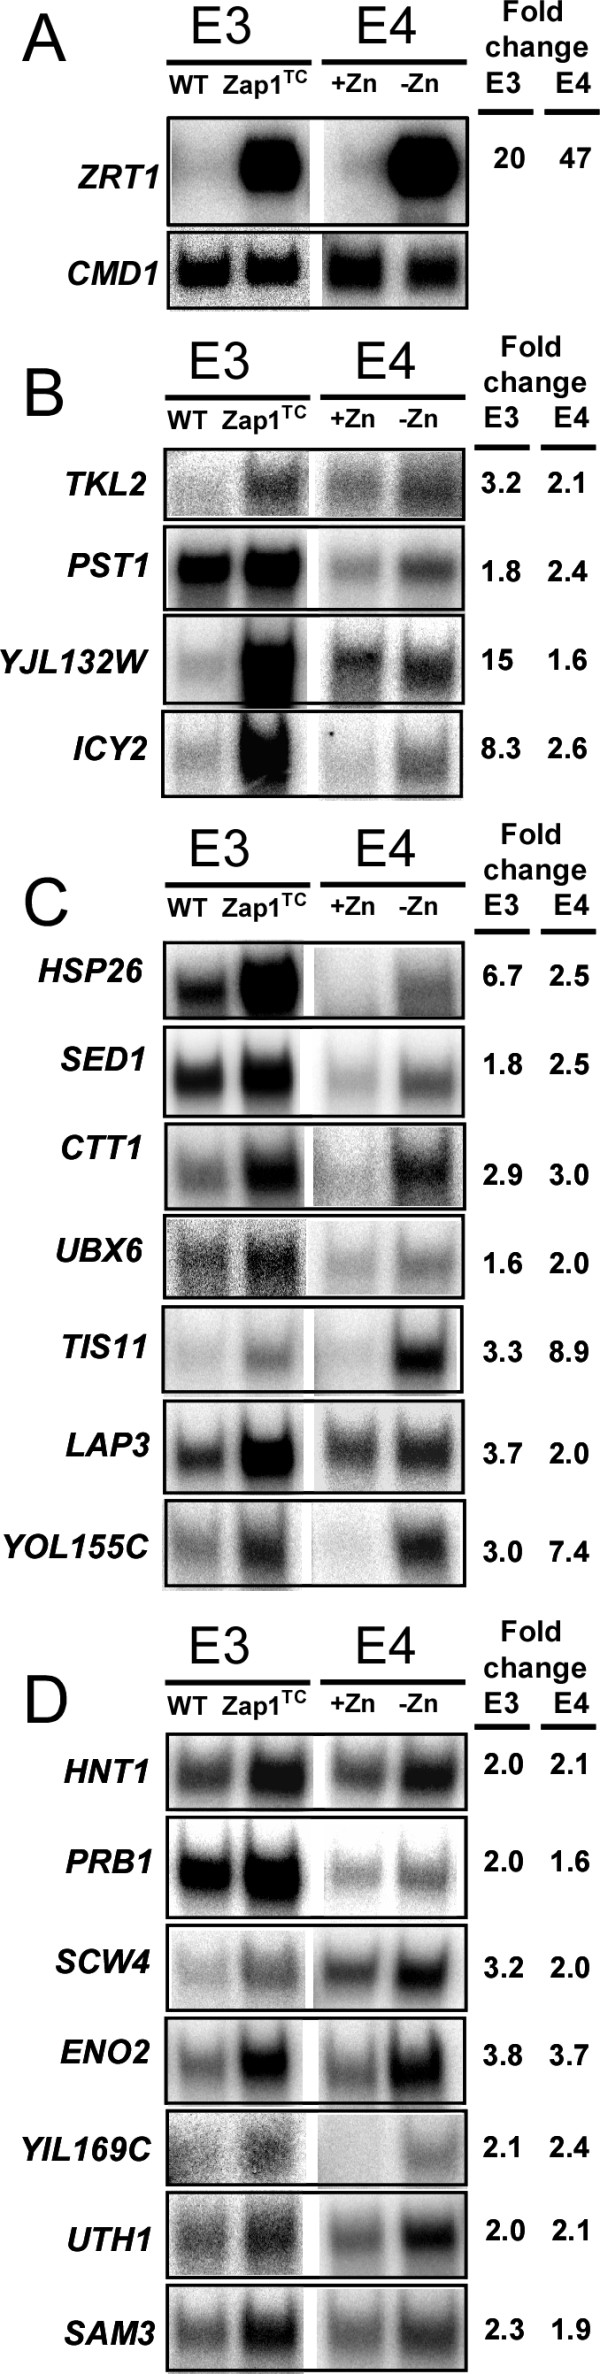
**Confirmation of the microarray results for potential Zap1 target genes.** S1 nuclease protection assays were performed using RNA isolated from cells grown under the same conditions as microarray experiments E3 and E4. A) *ZRT1 *and *CMD1 *were used as positive and loading controls, respectively. Results with candidate genes from Table 1 (B), Table 2 (C) and Table 3 (D) are shown. The band intensities were quantified and normalized to *CMD1 *levels, and the fold increase in E3 and E4 conditions is reported. These data confirmed the microarray results for these genes.

The RSAT algorithm identified several potential ZREs in addition to those recognized by MEME. Many of these sequences had low RSAT scores near the minimum cut-off value of 4.5 and were very divergent from the consensus ZRE sequence (ACCTTNAAGGT, RSAT score = 11.7) (Fig. 1B). To determine if Zap1 can bind to these candidate ZREs in a sequence-specific manner, we performed electrophoretic mobility shift assays (EMSA) (Fig. 3A). The Zap1 DNA binding domain (Zap1_DBD_, residues 687–880) was purified from *E. coli *and used in these *in vitro *experiments. Double-stranded oligonucleotides were end-labeled with ^32^P, mixed with the purified Zap1_DBD_, and then fractionated by non-denaturing polyacrylamide gel electrophoresis. Binding of Zap1_DBD _to the previously characterized *TSA1 *ZRE (RSAT score = 5.5) served as a positive control (Fig. 3A, lane 2). Zap1_DBD _was unable to bind to a *TSA1 *ZRE that had been mutagenized at each of its 11 base pair positions by transversion mutations (Fig. 3A, lane 3). This mutant ZRE was previously shown to be nonfunctional *in vivo *[23]. Zap1_DBD _binding was detected with all of the candidate ZREs tested. These sequences ranged in RSAT scores from a low of 4.7 (*SAM3*, *SED1*) to a high of 6.9 (*HNT1*). The ability of Zap1_DBD _to bind to these sequences *in vitro *suggests that they may be functional binding sites *in vivo*.

**Figure 3:**
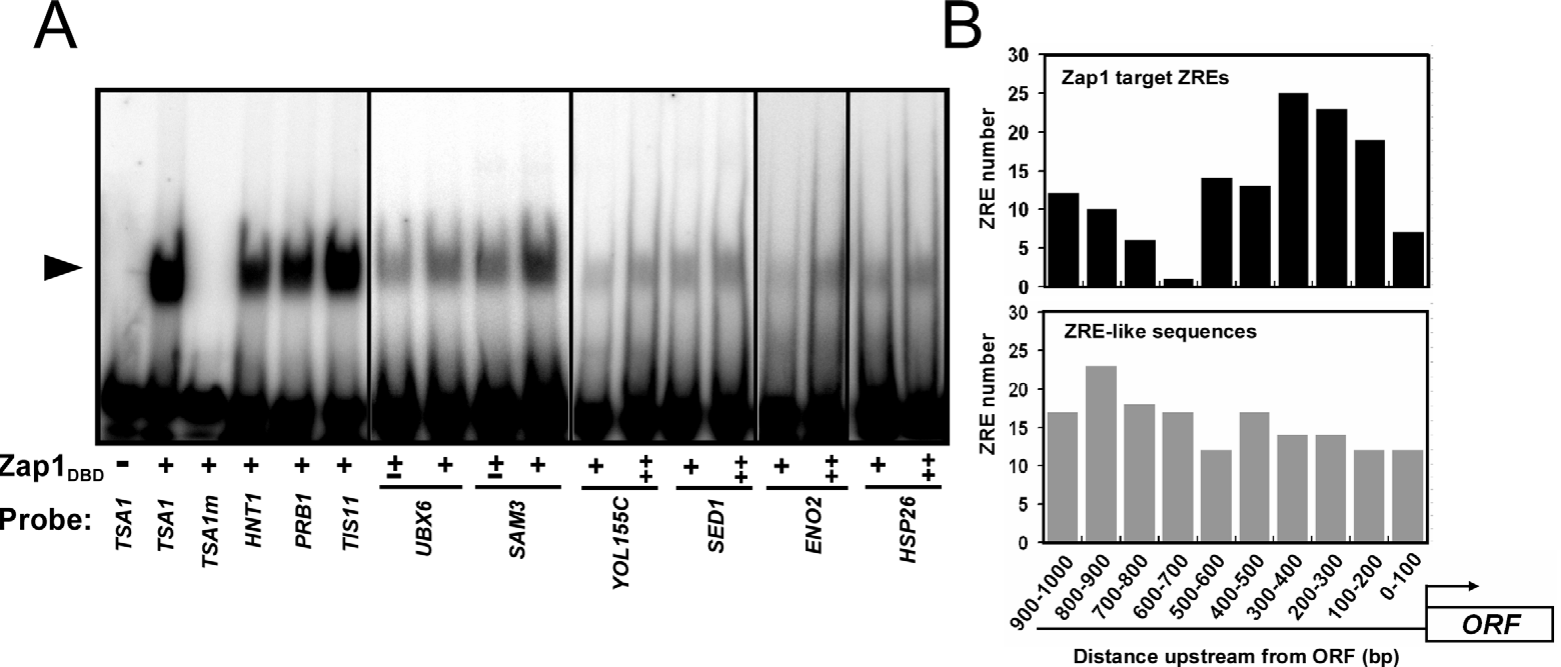
**Evidence that ZRE sequences identified by RSAT are functional Zap1 binding sites.** A) Electrophoretic mobility shift assay of candidate ZREs. Radiolabeled double-stranded oligonucleotides (0.5 pmol, 10,000 cpm) containing potential ZRE sequences from the indicated promoters were used as probes. The probes were mixed with 0 (-), 0.2 (±), 0.4 (+), or 0.8 (‡) μg per reaction of purified Zap1 DNA binding domain (Zap1_DBD_). The *arrow *indicates the Zap1_DBD_-DNA complex. The bona fide ZRE from *TSA1 *was used as a positive control and a mutant nonfunctional allele of that sequence (TSA1m) was used as a negative control. B) Nonrandom distribution of ZRE-like sequences in candidate Zap1 target gene promoters. In the *upper *panel, the positions of ZRE-like sequences in candidate Zap1 target promoters are plotted relative to the distance from the ATG start codon of the corresponding ORF. In the *lower *panel, the positions of ZRE-like sequences identified in the promoters of genes not showing zinc- and/or Zap1-responsive gene expression are plotted.

Additional evidence that the identified ZREs are functional *in vivo *came from an analysis of the distribution of these sequences within the promoter regions of candidate Zap1 target genes. As shown in Fig. 3B, when the position of the RSAT-predicted ZREs were mapped relative to the open reading frame of each gene, a clear bias was apparent; most of these sequences were found between 100 and 500 base pairs upstream. This distribution correlates well with the position of regulatory elements in other yeast promoters [24]. Chi-square analysis indicated that this distribution of ZRE sequences was not random (P < 0.001). As an additional control, we identified 156 ZRE-like sequences in the promoters of yeast genes that do not show Zap1-dependent regulation and are therefore unlikely to be functional Zap1 binding sites (see Materials and Methods). The locations of these nonfunctional sequences were consistent with a random pattern of distribution (P > 0.05). Taken together, these results suggest that RSAT is a sensitive method to detect regulatory motifs among the promoters of co-regulated genes that are likely to be functional.

### Differential regulation of Zap1 target genes

To characterize how Zap1 target genes respond to a range of zinc availability, we performed additional microarray experiments in which we assayed their expression in wild type cells grown for 16 hours in batch cultures supplemented with various concentrations (i.e. 3, 10, 30, 100, or 300 μM) of zinc. RNA from cells grown in LZM + 3 mM ZnCl_2 _was used as the zinc-replete control for each of these comparisons and the data obtained are plotted in Fig. 4A (*left *panel). A narrow color scale was chosen for this panel to highlight the conditions under which detectable increases in gene expression occurred. Because this scale obscures the results obtained for the most highly induced genes (e.g. *ZRT1, YOR387C*), data for several genes are also plotted in Fig. 4B using a broader scale that allows for comparison of the expression levels across the full range of zinc conditions.  The numerical data from the experiments shown in Figure 4 are provided in Additional file 5.

**Figure 4:**
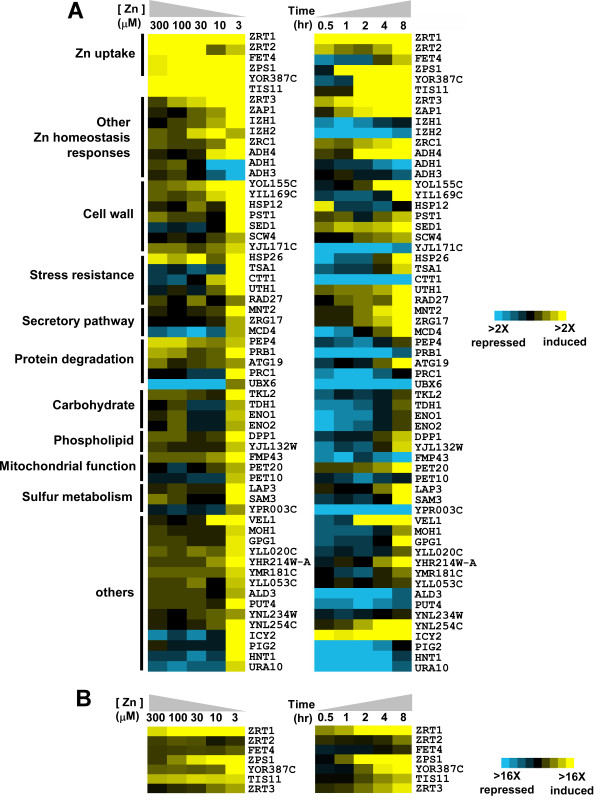
**Differential regulation of Zap1 target genes in response to zinc.** A) Microarray studies were performed with cells grown over a range of zinc (*left *panel) or over time after zinc withdrawal (*right *panel). For the dose-response analysis, cells were grown in LZM + 3 mM ZnCl_2_, or LZM + 300, 100, 30, 10 or 3 μM ZnCl_2_. Transcript levels were assayed using microarrays in which each sample was paired with the zinc-replete (LZM + 3 mM ZnCl_2_) control. For the time-course studies, cells were grown to exponential phase in a zinc-replete medium (LZM + 1 mM ZnCl_2_) and then transferred to a zinc-limiting medium (LZM + 1 μM ZnCl_2_) for 8 hours. RNA was isolated at the indicated times and transcript levels were assayed using microarrays in which each sample was paired with the zinc-replete T_o _control. Genes were grouped by related function and the results are displayed using the Java Treeview program . A narrow color intensity scale (*yellow*, increased expression relative to control; *blue *decreased expression) is used to show the conditions under which changes in gene expression were first detectable. B) The data for highly expressed genes in panel A were plotted with a broader scale to better show the differences in gene expression. The complete dose-response and time-course analyses were performed twice with similar results and the data, presented as the ratio relative to control, are provided in Additional file 5.

From this dose-response analysis, it was apparent that Zap1 target genes show extremely varied responses to zinc deficiency. Some genes, such as *ZRT1*, *FET4*, *ZPS1*, and *YOR387C *responded to very mild conditions of zinc deficiency (i.e. LZM + 300 μM ZnCl_2_) while the *ZRT3 *and *IZH2 *genes were induced by moderate conditions of zinc deficiency (LZM + 100 or 30 μM ZnCl_2_). In contrast, most Zap1 target genes only responded to more severe deficiency conditions (LZM + 10 or 3 μM ZnCl_2_). Among these was *ADH4 *whose induction by low zinc correlated closely with the Zap1-mediated repression of the *ADH1 *and *ADH3 *genes. Also among the genes only responding to severe zinc limitation were *ZRG17 *and *TSA1*, i.e. genes likely to be involved in adaptation to zinc-limiting conditions (see Discussion).

Other patterns of expression were also observed. For example, induction of *ZRT2 *was observed in response to mild deficiency (LZM + 300 μM ZnCl_2_) and its repression by Zap1 was readily apparent in cells grown in LZM + 10 or 3 μM ZnCl_2_. No other Zap1 targets showed clear evidence for a similar combination of Zap1 induction and repression with the possible exceptions of *IZH2 *and *PEP4*. In contrast, several other genes (i.e. *MCD4, UBX6, ICY2, HNT1, URA10*) showed decreased expression under mild-to-moderate zinc deficiency but showed increased expression in severely zinc-limited cells. This profile may reflect the loss of activity of other transcription factors during moderate zinc deficiency that was compensated by up-regulation by Zap1 in severely zinc-limited cells.

Regulation of Zap1 target genes was also assessed over time in cells undergoing zinc withdrawal. Wild type cells were transferred from a zinc-replete medium (LZM + 1 mM ZnCl_2_) to a severely zinc-limiting condition (LZM + 1 μM ZnCl_2_) and gene expression was monitored over an 8-hour period. We predicted that genes that respond to mild zinc deficiency under the more steady-state conditions of batch culturing would also respond quickly to the mild zinc deficiency that would occur shortly after zinc withdrawal commenced. Consistent with this expectation, several genes induced by mild or moderate zinc deficiency (e.g. *ZRT1, ZPS1, YOR387C, ZRT3*) were induced shortly (i.e. within 1 hour) after transition from high to low zinc (Fig. 4A, *right *panel). Similarly, genes that responded only to severe deficiency in batch culture usually required much longer periods of zinc withdrawal (8 hours) for induction to be observed. Many of these genes decreased in expression level soon after transition to zinc-limiting conditions and, in some cases, were not increased relative to zinc-replete cells even after 8 hours in zinc-limiting medium. Induction was apparent after 16 hours in zinc-limiting conditions (dose-response analysis, Fig. 4A, *left *panel) suggesting that these genes require more than 8 hours of zinc withdrawal for their mRNA levels to increase.

The results in Fig. 4 indicated that there is generally a good correlation between the severity of the zinc deficiency required for induction of a Zap1 target gene under steady state conditions and its timing of induction following zinc withdrawal. However, some striking exceptions to this correlation were observed. For example, while *FET4 *and *ZRT2 *responded to mild zinc deficiency, they responded only slowly to zinc withdrawal. Conversely, while *ICY2 *responded only to severe zinc deficiency, it was highly induced within 30 minutes of zinc withdrawal. The underlying mechanisms and physiological significance of these intriguing differences in expression patterns are unclear.

### One possible mechanism underlying differential Zap1 target gene expression

The data in Figure 4 indicate that some Zap1 target genes respond to mild zinc deficiency while others respond only to severe deficiency. While many factors may contribute to these patterns of expression, one simple hypothesis is that the quality of ZREs within a gene's promoter determines its expression pattern. Specifically, genes with ZREs closely matching the Zap1 consensus sequence would respond to mild zinc deficiency because Zap1 could bind to those high affinity sites under those conditions when Zap1 levels are low. To activate promoters with weaker binding sites, the increased expression of Zap1 that occurs in zinc-limited cells would be required. This concept is similar to the differential binding of Zap1 to the ZREs found in the *ZRT2 *promoter [17]. Consistent with this hypothesis, we observed that the ZREs found in genes induced by mild deficiency (*ZRT1*, *ZRT2*, *ZPS1*, etc.) more closely match the consensus sequence (average RSAT score = 10.0) than do ZREs from genes that respond only to severe deficiency (average RSAT score = 7.1). This difference was even more striking when all of the ZREs were divided into quartiles based on RSAT score and the percentage of ZREs in each quartile were plotted. While ZREs among genes responding to only severe zinc limitation showed a fairly even distribution among quartiles, ZREs from genes responding to mild deficiency showed a clear bias toward the highest quartile (9.2–12.0) of RSAT scores (Fig. 5). Chi-square analysis confirmed that these are statistically significant differences (P < 0.001). No significant differences in the number of ZREs per promoter or the distances of the ZREs from the open reading frame were observed between the two sets of genes. Thus, we suggest that ZRE affinity may play a major role in dictating expression patterns observed among Zap1 target genes. It should be noted, however, that there are clear exceptions to this rule. For example, the *ZRG17 *promoter has a high affinity ZRE that exactly matches the consensus sequence but this gene only responds to severe deficiency. Other factors, such as chromatin structure, may influence binding of Zap1 to the *ZRG17 *promoter.

**Figure 5:**
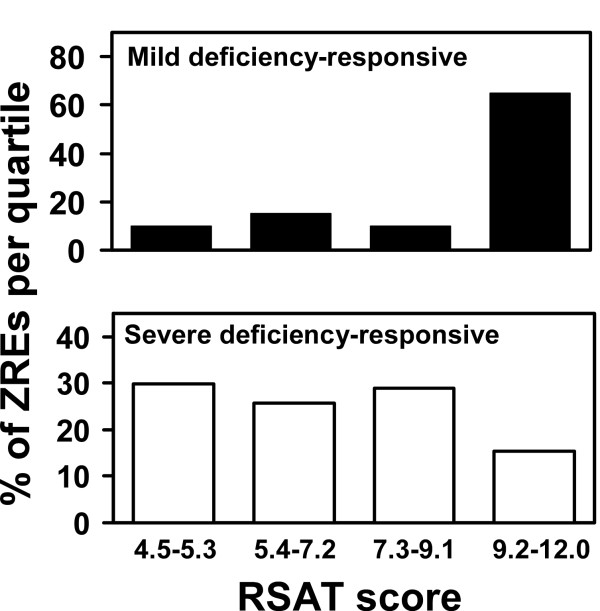
**Differences in ZREs among Zap1 target genes.** All ZREs from genes that respond to mild zinc deficiency and those that respond only to severe deficiency were divided into quartiles based on their RSAT scores. In the *upper *panel, the percentage of ZREs in each quartile for the genes responding to mild zinc deficiency are plotted. In the *lower *panel, the percentage of ZREs in each quartile for the genes responding to severe zinc deficiency are plotted. Chi-square analysis indicated that the different distributions among quartiles obtained with the two sets of ZREs are significant (P < 0.001).

## Discussion

Zinc deficiency causes drastic changes in yeast gene expression. We previously reported that ~15% (934) of all yeast genes increased or decreased in expression in zinc-limited vs. zinc-replete yeast grown in batch cultures [3]. Similarly, De Nicola et al. reported that 381 genes were affected by zinc status in chemostat cultures [12]. Because zinc plays so many functional roles, the majority of these effects are likely to be indirect responses to changes in cellular processes resulting from decreased activity of key zinc-dependent proteins. To define the direct responses to zinc deficiency, we are identifying genes under the control of the Zap1 transcription factor. In this way, we can learn how cells respond specifically to the stress of zinc-limiting conditions.

We previously used a combination of microarray analysis and a motif identification algorithm to identify 46 potential Zap1 targets [3]. In this current study, we made important modifications to our previous approach by using alternative growth conditions for the microarray experiments and a different motif analysis algorithm that was better able to detect potential Zap1 binding sites. Using these new tools, we have extended many aspects of our previous work. First, this study provides additional confirmation for many genes previously proposed to be Zap1 targets (Table 1). For example, genes such as *MOH1*, *TKL2*, etc. were suggested to be direct Zap1 targets based on their Zap1-dependent induction in zinc-limited cells [3]. Their increased expression in cells expressing the Zap1^TC ^allele provides strong additional support for this hypothesis. In all, 33 of our original 46 potential targets were confirmed in this way. Several of the remaining 13 genes (e.g. *YBL048W*, *COS4*, *COS8, RAD27*) showed increased expression in Zap1^TC^-expressing cells although these effects did not meet our minimum cut-off value of 1.5-fold changes (Additional file 1).

In addition, we have added 31 potential new members to the Zap1 regulon. Sixteen of these genes were observed in our previous study to be zinc-responsive and Zap1-dependent [3] but were not considered to be direct Zap1 targets because we were unable to identify potential ZREs in their promoters using MEME (Table 2). With RSAT, we identified their potential ZREs and went on to show that many of these sequences were specifically bound by Zap1 *in vitro*. The response of these genes to the Zap1^TC ^allele also provides additional evidence for their direct regulation by Zap1. The other 15 new target genes responded to more severe zinc-limiting conditions than that used in our previous study (Table 3). These genes, plus four additional genes identified as Zap1 targets using other methods, i.e. *EKI1*, *PIS1, ZRR1*, and *ZRR2 *[18,21,22], brings the total of confirmed and potential Zap1 targets in the yeast genome to 81 genes.

With the identification of many new targets of Zap1 activation, we are building a comprehensive picture of how yeast cells respond to zinc-limiting conditions. A summary of the functional roles of many of these genes is provided in Table 4 and a figure showing the general relationship of these genes to their response over a range of zinc levels is provided in Fig. 6. We can separate these responses conceptually into first- and second-lines of defense against the stress of zinc deficiency. The first-line defense genes play key roles in zinc homeostasis while many second-line defense genes allow the cells to adapt to zinc-limiting conditions when they can no longer obtain sufficient zinc for optimal growth. One caveat to this analysis is that we are assuming that changes in transcript levels are accompanied by similar changes in protein abundance and this assumption is not necessarily true. Nonetheless, the following discussion provides a clear and testable framework for understanding the cellular responses to zinc deficiency.

**Table 4:** Functional categories of genes regulated by the Zap1 transcriptional factor.

Functional Group	Zap1 Target Genes
First-line defenses: Zinc homeostasis	
Zinc uptake	*ZRT1, ZRT2, FET4, ZPS1*
Mobilize zinc stores	*ZRT3*
Increase transcription response	*ZAP1*
Zinc sparing	*ZRR1 (ADH1), ZRR2 (ADH3), ADH4*
Zinc shock resistance	*ZRC1*
Other zinc homeostasis genes	*IZH1, IZH2*
	
Second-line defenses: Adaptive responses	
	
Secretory pathway function	*ZRG17, MNT2, MCD4, YJR061W*
Cell wall function	*PST1, BAG7*, ***HSP12, SED1, SCW4, YOL155C, YIL169C, YJL171C***
Stress resistance	*GRE2, RAD27*, ***TSA1, CTT1, UTH1, HSP26***
Phospholipid metabolism	*DPP1, EKI1, PIS1, YJL132W*
Sulfur metabolism	***LAP3, SAM3, YPR003C***
Protein degradation	*PRC1, PEP4*, ***PRB1, ATG19, UBX6***
Carbohydrate metabolism	*NRG2, TKL2*, ***ENO1, ENO2, TDH1***
Purine/pyrimidine metabolism	*URA10, ADE17*, ***HNT1***
Mitochondrial function	***FMP43, PET20, PET10***
	
Other	*VEL1, MOH1, GPG1, COS6, ICY2, COS1, PHM7, **PIG2, TIS11, ALD3, PUT4**, COS2, ZIP1, COS4, COS8, TPO5, COS3, YNL254C, YOR387C, YLL020C, YOL131W, **YBL029W, YHR214W-A, YMR181C, YLL053C **, YBL048C, YMR086W, YNL234W*

Genes shown in bold are new targets in this study

**Figure 6:**
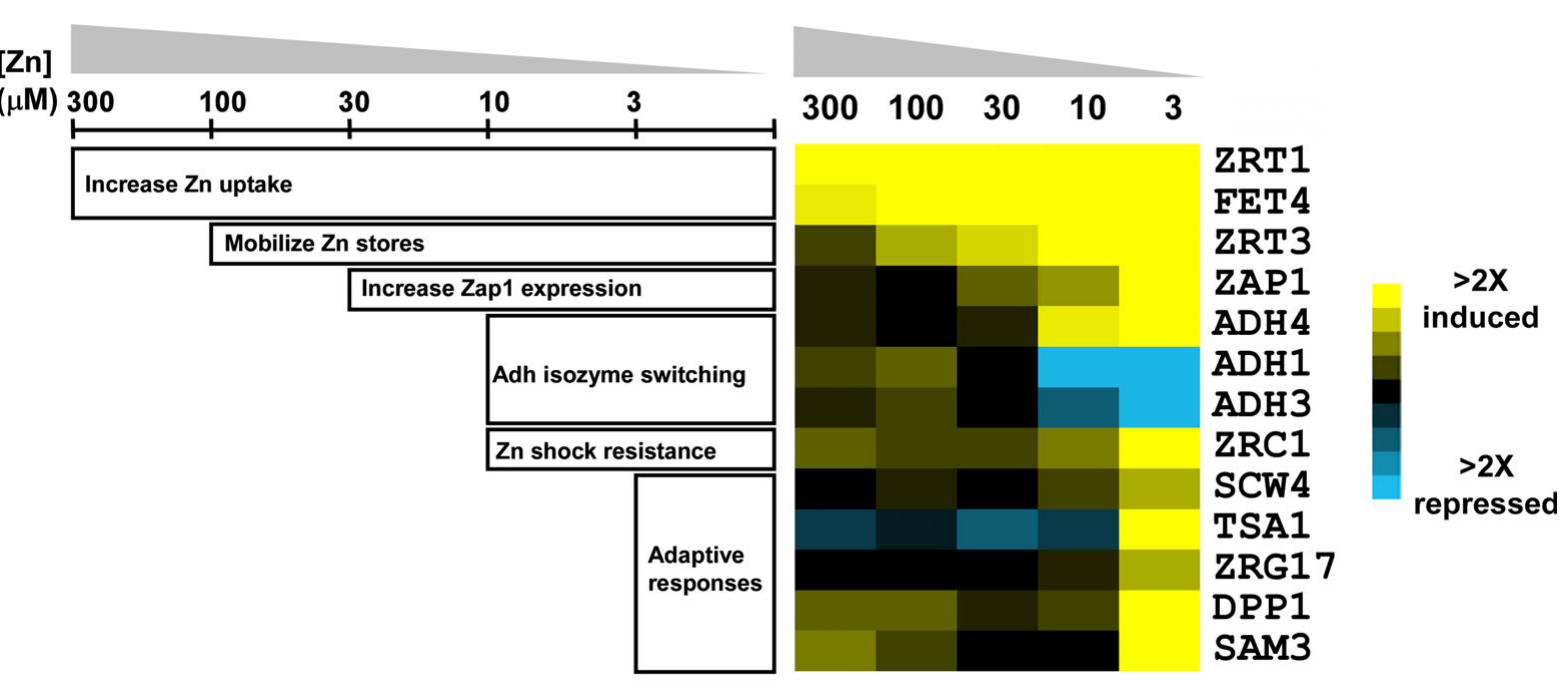
**The relationship between gene function and regulation by Zap1 in response to zinc status.** The top line indicates the range of zinc levels in our experiments ranging from mild (LZM + 300 μM ZnCl_2_) to severe (LZM + 3 μM ZnCl_2_) zinc deficiency. The bars below indicate the range of zinc over which each functional response occurs. Sample data from Figure 4A are included to illustrate the patterns of differential regulation for genes from different functional categories. See Table 4 for details regarding the various adaptive responses and the particular genes associated with both homeostatic and adaptive responses.

Among the first-line defense genes, *ZRT1*, *ZRT2*, and *FET4 *are induced by mild zinc deficiency to increase the ability of the cell to accumulate zinc from its environment. *ZPS1 *is also induced under these mild conditions and we have previously proposed that its product, a secreted protein related to metalloproteases, may also be involved in zinc acquisition by degrading extracellular proteins and releasing any bound metals [3]. Similarly, *ZRT3 *is up-regulated by mild zinc deficiency and also responds rapidly to zinc withdrawal. Thus, mobilization of zinc stores from the vacuole is also a first-line response. Induction of the *YOR387C *gene in response to mild zinc deficiency suggests that this gene is also involved in the first-line defense against zinc limitation. The function of this protein is not yet known but its pattern of regulation by zinc suggests that it may play a role in zinc uptake or vacuolar zinc export. *TIS11 (*also known as *CTH2*) is also induced in LZM + 300 μM ZnCl_2_. Tis11 binds to specific mRNAs and signals their degradation in response to iron limitation [25]; its role in zinc deficiency is not yet determined.

Other first-line defenses to zinc deficiency include an increase in *ZAP1 *expression mediated by Zap1 autoregulation [1]. The resulting increase in Zap1 protein level may maximize target gene expression and is also likely to be responsible for repression of *ZRT2 *under these conditions [17]. In support of this latter hypothesis, we note that *ZRT2 *repression correlates well with the observed increase in *ZAP1 *mRNA levels. In addition, the coordinated switch from *ADH1/ADH3 *expression to *ADH4 *expression likely represents a mechanism to conserve zinc for other uses [18]. Finally, we observed an increase in *ZRC1 *expression in moderate-to-severely zinc-deficient cells. We showed previously that this induction is required for cells to survive the stress of zinc shock, i.e. when zinc-deficient cells are re-supplied with zinc [26]. The high activity of zinc uptake transporters in these cells results in rapid zinc overload and the increased activity of Zrc1 is needed to sequester the excess zinc in the vacuole.

Induction of many Zap1 target genes occurred only in response to the most severe zinc-limiting condition we tested (LZM + 3 μM ZnCl_2_) and only slowly in response to zinc withdrawal. We consider these genes to be the second line of defense against zinc deficiency. Most of these second-line defense genes appear to be involved in the adaptation to zinc deficiency rather than playing a role in zinc homeostasis (see below). This transition from homeostatic to adaptive mechanisms correlates well with what we know about cell growth under these conditions. We previously showed that cells grow at their maximum growth rate in LZM supplemented with ≥ 10 μM ZnCl_2 _but their growth rate decreases in media containing less zinc [14]. Thus, under conditions that induce the second-line defense genes, zinc homeostatic mechanisms are no longer capable of supplying sufficient zinc for optimal function of cellular processes. Our results indicate that it is under these conditions of suboptimal zinc that adaptive responses occur.

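The genes of the secretory pathway in Table 4 rose in both experiments. MNT2 (YGL257C), a mannosyltransferase of O-linked glycosylation, rose most, with log2 ratios of 2.06 ± 0.09 in E3 and 2.24 ± 0.05 in E4 (SD, n = 2), or 4.17-fold and 4.72-fold. ZRG17, which supplies zinc to the endoplasmic reticulum, rose 2.23-fold in E3 and 1.93-fold in E4 (log2 ratios 1.16 ± 0.12 and 0.95 ± 0.03). MCD4, an enzyme of GPI anchor synthesis, rose by nearly equal amounts, 1.87-fold and 1.85-fold (0.90 ± 0.03 and 0.89 ± 0.02; difference −0.01, adjusted p = 0.91 in limma). YJR061W, related to the mannosylation factor Mnn4, read 0.98 ± 0.14 in E3 and 0.39 ± 0.13 in E4 (SD, n = 2), a difference that passed limma's test (adjusted p = 0.00127) but changed sign, to 0.35, and was no longer called with plain background subtraction (adjusted p = 0.354 in limma).

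limma called 4 of 4 genes higher in each experiment, 4 also when adjusted over the list alone. The list's camera adjusted p was 0.000624 in E3 and 0.000906 in E4, against adjusted p = 0.344 and 0.357 with an estimated correlation. All 4 genes stand in Table 1, which the study chose with E1, E2 and E3. Their direction in E3 is thus not independent evidence, while the E4 arrays did not enter the choice. In E4 both signals of YJR061W were well above background on 1 of the 2 arrays, and plain subtraction raised its log2 ratio there to 1.59. That setting also raised MNT2 to 2.67 in E3.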

One important functional category of second-line defense involves secretory pathway function (Table 4). The *ZRG17 *zinc transporter gene is up-regulated presumably to maintain the zinc status of the endoplasmic reticulum [27,28]. *MCD4 *and *MNT2 *encode enzymes required for protein modifications (GPI anchor synthesis and O-linked glycosylation), that occur in the ER and the Golgi, respectively [29,30]. *YJR061W *encodes an ER-localized protein [31] related to Mnn4, which is involved in both N- and O-linked glycosylation [32]. Increased expression of these proteins may help maintain the efficiency of these processes under the adverse conditions of severe zinc deficiency. Consistent with this hypothesis, Mcd4 is thought to be a zinc-dependent enzyme [33].

Another group of second-line defense genes are involved in cell wall function (Table 4). These include *PST1*, *HSP12*, *SED1*, and *SCW4*. 

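HSP12, which encodes a small protein found at the cell wall and induced by many stresses, rose 1.62-fold in E3 (log2 ratio 0.70 ± 0.01; SD, n = 2) and at least 6.04-fold in E4. PST1, a GPI-anchored wall protein, rose in both, with log2 ratios of 1.26 ± 0.12 and 1.46 ± 0.10 (difference 0.20, adjusted p = 0.119 in limma). The test of this difference was passed with plain background subtraction (adjusted p = 0.0469) and with the deposited values (adjusted p = 0.0316). SCW4, which resembles glucanases, rose 2.2-fold in E3 and 1.52-fold in E4 (1.13 ± 0.00 and 0.60 ± 0.08). SED1 rose 2.44-fold in E4 (1.29 ± 0.00; SD, n = 2), less than with Zap1TC (difference −0.96, adjusted p = 4.8e-05 in limma). With the deposited values that difference was −0.08 and was not called (adjusted p = 0.596 in limma).

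The other members of the Table 4 list rose too. YOL155C, a wall protein, read 1.69 ± 0.16 in E3 and 2.71 ± 0.10 in E4, YIL169C 1.83 ± 0.12 and 1.47 ± 0.00, and YJL171C 0.82 ± 0.08 and 0.89 ± 0.14 (SD, n = 2). BAG7, a GTPase-activating protein that controls wall synthesis, read 0.77 ± 0.08 and 0.67 ± 0.25. All 8 genes were called higher by limma in each experiment, 8 also when adjusted over the list alone. The camera adjusted p was 3.51e-06 in E3 and 3.34e-07 in E4, and adjusted p = 0.344 and 0.357 with an estimated correlation. The study chose PST1, BAG7, SED1 and YOL155C with the E3 arrays and the other 4 genes with the E3 and E4 arrays, and a direction on arrays used for the choice is not independent evidence. HSP12 was not well above background in the Cy3 channel of E4, and its log2 ratio there ran from 2.03 with the deposited values to 5.33 with plain subtraction. Plain subtraction also gave 3.52 for YOL155C, 2.19 for YIL169C and 1.82 for BAG7 in E4.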

While their specific functions are unclear, these proteins all reside in the cell wall suggesting that cell wall remodeling occurs under zinc-limiting conditions. These alterations may be important to maintain the structural integrity of the cell wall. Consistent with this hypothesis, disruption of zinc transport into the secretory pathway caused increased sensitivity to an inhibitor of cell wall function, calcofluor white [34]. This observation suggests that defects in cell wall synthesis occur in zinc-limited cells.

A third functional category of second-line defense genes are involved in stress resistance (Table 4). 

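Of the genes of stress resistance in Table 4, all that were read on both E4 arrays rose there, and all but GRE2 rose in E3. UTH1, a mitochondrial protein needed for superoxide resistance, rose 4.53-fold with Zap1TC (log2 ratio 2.18 ± 0.06; SD, n = 2) and 1.5-fold in severe zinc deficiency (0.59 ± 0.06), a difference of −1.59 on the log2 scale (adjusted p = 2.72e-06 in limma). The peroxiredoxin gene TSA1 rose 2.16-fold in E4 (1.11 ± 0.06; SD, n = 2), and the small heat shock gene HSP26 rose at least 3.05-fold there. RAD27, the nuclease that processes DNA flaps in replication, read 0.55 ± 0.14 in E4 and GRE2, the methylglyoxal reductase, 0.50 ± 0.23 (SD, n = 2; adjusted p = 0.000162 and 0.000847 from limma). The response of GRE2 was larger in E4 than in E3 (difference 0.46, adjusted p = 0.00896 in limma), a call lost without E4 replicate 1 (adjusted p = 0.0519). The difference was not called for RAD27 (adjusted p = 0.243 in limma) or TSA1 (adjusted p = 0.0808), and for TSA1 its sign and call changed with the setting, to 0.52 (adjusted p = 0.0236) with print-tip loess and −0.37 (adjusted p = 0.00717) with median centring. It was also called lower without E3 replicate 2, without E4 replicate 1 and with the replicate block. CTT1, the cytosolic catalase, was not analysed here in E4. For HSP26 the deposited values of the E4 arrays were 2.318-fold and 2.948-fold, below its bound.

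Of the 6 genes of this list in Table 4, 5 rose in E3, 5 also when adjusted over the list alone, and GRE2 did not pass the test. In E4, 5 of the 5 genes read on both arrays rose, 5 over the list alone. The camera adjusted p was 0.00273 in E3 and 0.00111 in E4, against adjusted p = 0.344 and 0.357 with an estimated correlation. For the difference between the experiments it was 0.595, and 0.826 with an estimated correlation. The study chose TSA1, CTT1 and HSP26 with the E3 arrays and UTH1 with the E3 and E4 arrays, so their direction there is not independent evidence. RAD27 and GRE2 are earlier targets that did not meet the study's rule in E3.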

Our results implicate *TSA1*, *CTT1*, *UTH1*, and *HSP26 *as Zap1 targets along with previously identified targets *RAD27 *and *GRE2*. *RAD27 *encodes a nuclease that is required for the stability of minisatellite repeats in genomic DNA [35,36]. The recent observation that zinc deficiency in yeast destabilizes these DNA repeats [37] is consistent with a role of Rad27 in promoting genome stability in zinc-limited cells. *GRE2 *encodes a methylglyoxal reductase [38]. Methylglyoxal is a byproduct of glycolysis that can react with proteins to disrupt their function [39]. We note with interest that two major targets of damage by methylglyoxal, the enolases encoded by *ENO1 *and *ENO2 *[39], are also up-regulated by Zap1 (Table 3). 

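ENO1 (YGR254W) and ENO2 (YHR174W), the enolases of glycolysis and gluconeogenesis, rose strongly with Zap1TC. Their log2 ratios in E3 were 2.06 ± 0.09 and 1.98 ± 0.08 (SD, n = 2), or 4.18-fold and 3.93-fold (adjusted p = 2.42e-08 and 5.47e-08 from limma). In severe zinc deficiency they rose 1.63-fold and 1.57-fold, with log2 ratios of 0.70 ± 0.21 and 0.66 ± 0.25 (SD, n = 2). The response in E4 was smaller by limma's test of the difference (−1.36 and −1.32, adjusted p = 2.18e-05 and 3.83e-05). The 2 genes are nearly identical in sequence and their spots can share signal. Both are very bright, and their E3 ratios moved with the normalization: loess within print-tip blocks gave 2.89 for ENO1 and 2.77 for ENO2, with differences of −2.33 and −2.14 between the experiments, and the deposited values gave 1.45 for ENO1.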

*TSA1*, *CTT1*, and *UTH1 *are involved in resistance of the cell to oxidative stress. We recently showed that yeast cells grown under severe zinc-limiting conditions experience increased oxidative stress [23]. In addition, we demonstrated that induction of *TSA1*, encoding the major cytosolic peroxiredoxin, in low zinc is required to resist that increased stress. *CTT1*, encoding the cytosolic form of catalase [40], may be up-regulated for similar reasons. Uth1 is a mitochondrial protein of unknown function that is required for superoxide resistance [41] so its induction by Zap1 may also be related to oxidative stress resistance. Lastly, Hsp26 is a member of the small heat shock protein family that has chaperone activity and protects proteins from misfolding [42]. The regulation of these genes by Zap1 may help temper the various stresses experienced by zinc-limited cells. Other functional categories of Zap1 target genes induced by severe zinc deficiency include phospholipid synthesis, protein degradation, and carbohydrate, sulfur, and purine/pyrimidine metabolism (Table 4). 

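Enzymes of lipid turnover and vacuolar proteases were among the genes that rose in severe zinc deficiency. DPP1, a phosphatase of diacylglycerol pyrophosphate, had log2 ratios of 1.27 ± 0.05 in E3 and 1.52 ± 0.00 in E4 (SD, n = 2), and the phospholipase-like YJL132W rose 3.25-fold in E3 and at least 2.11-fold in E4. PIS1, the phosphatidylinositol synthase, changed little, by 0.33 ± 0.08 and 0.24 ± 0.01, and EKI1, the ethanolamine kinase, read −0.08 ± 0.05 and −0.05 ± 0.08 (adjusted p = 0.296 and 0.56 from limma). Of these 4 genes of phospholipid synthesis 3 rose in each experiment, 3 over the list alone (camera adjusted p = 0.0277 and 0.0339; adjusted p = 0.396 and 0.39 with an estimated correlation). The call of PIS1 in E4 was lost with plain background subtraction, with loess within print-tip blocks and without either E4 replicate. The list's own call was lost with plain subtraction in both experiments and with print-tip loess in E4.

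In protein degradation, PRB1, the vacuolar proteinase B, read 1.60 ± 0.07 in E3 and 1.28 ± 0.09 in E4, and PRC1, the carboxypeptidase Y, 1.07 ± 0.20 and 1.02 ± 0.17 (SD, n = 2). PEP4, the proteinase A that activates both, rose 1.78-fold in E4 (0.83 ± 0.05; SD, n = 2). All 5 genes of this list, which also holds ATG19 and UBX6, rose in each experiment, 5 over the list alone (camera adjusted p = 0.000853 and 0.000242; adjusted p = 0.344 and 0.357 with an estimated correlation). In carbohydrate metabolism, the glyceraldehyde-3-phosphate dehydrogenase gene TDH1 rose 2.13-fold and 1.74-fold. Of 5 genes read in E3 4 rose and of 4 read in E4 3 rose, with NRG2 outside in both (camera adjusted p = 0.00514 and 0.0339; adjusted p = 0.344 and 0.39 with an estimated correlation). This list's call in E4 was lost with plain subtraction, with print-tip loess and with an intensity trend and a robust prior.

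In sulfur metabolism, LAP3, a cysteine protease that also hydrolyses homocysteine thiolactone, read 1.71 ± 0.04 and 1.30 ± 0.04, SAM3, the S-adenosylmethionine permease, 0.90 ± 0.10 and 1.36 ± 0.01, and the putative sulfate permease YPR003C 1.18 ± 0.09 and 0.71 ± 0.09 (SD, n = 2). These are the list's 3 genes (camera adjusted p = 0.00226 and 0.00195; adjusted p = 0.396 and 0.39 with an estimated correlation). In purine and pyrimidine metabolism, HNT1, a nucleotide hydrolase, rose 1.8-fold in E3 and 4.47-fold in E4, and URA10, an orotate phosphoribosyltransferase, rose 5.4-fold and 1.7-fold. ADE17 rose 2.14-fold in E3 and was not called in E4, and its response was smaller there (difference −0.96, adjusted p = 0.000117 in limma). The camera adjusted p was 0.00261 in E3 and 0.0172 in E4 (adjusted p = 0.391 and 0.39 with an estimated correlation). The paper groups FMP43, PET20 and PET10, the last listed as a lipid particle protein, under mitochondrial function. These 3 genes rose by 2.94-fold, 4.56-fold and 2.25-fold in E3 and by 1.72-fold, 1.46-fold and 1.94-fold in E4. The camera adjusted p was 0.00164 and 0.00875, and adjusted p = 0.396 and 0.404 with an estimated correlation. The estimated correlation was 0.746 for the sulfur list, 0.336 for the purine and pyrimidine list and 0.786 for the mitochondrial list. These lie far above the preset 0.01, so the preset p of these lists may be too small. Adjusted over the list alone, the counts of the lists named here were the same. In these lists the study chose PRB1, ENO1, ENO2, TDH1, SAM3, YPR003C and HNT1 with the E3 and E4 arrays and the other genes of Tables 1 and 2 with the E3 arrays but not the E4 arrays, and a direction on arrays used for the choice is not independent evidence. EKI1, PIS1, PEP4 and NRG2 came from earlier work. Plain background subtraction raised URA10 to a log2 ratio of 1.49 and YJL132W to 3.26 in E4. The deposited values of the E4 arrays for YJL132W were 1.702-fold and 1.697-fold, below its bound.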

On a final note, more than half of the genes now identified as potential Zap1 targets (47 of 81) have mammalian orthologs. Regulating the expression of these genes may also be important for cell growth under low zinc conditions in mammals.

## Conclusion

In this report, we have identified 31 new potential targets of Zap1 and have characterized the response of these and previously identified target genes to changes in zinc status and to time following zinc withdrawal. This analysis of Zap1 transcriptional regulation is providing unexpected and exciting new insights into the mechanisms of metal nutrient homeostasis in yeast and is telling us much about how these cells adapt to growth under the stress of zinc deficiency. Future studies will address the detailed roles of these various adaptive responses to cell growth under zinc-limiting conditions.

## Methods

### Growth conditions and strains

Yeast cells were grown in YPD (YP medium + 2% glucose) and in synthetic defined SD medium with 2% glucose or 2% galactose and any necessary auxotrophic requirements. YPD and SD are zinc-replete media because they contain micromolar levels of zinc and lack strong zinc chelators. Yeast were made zinc limited by culturing in low zinc medium (LZM) prepared as previously described [43]. LZM is zinc limiting because it contains 1 mM EDTA and 20 mM citrate to buffer metal availability. Therefore, only a small fraction of the total zinc in LZM medium is available for uptake by cells. Zinc was added to LZM as ZnCl_2_. The wild type strain DY1457 (*Matα ade6 can1 his3 leu2 trp1 ura3*) was used in all experiments.

### Microarray analysis

The data for Experiment 1 (E1) and Experiment 2 (E2) are from Lyons et al. [3]. The new microarray analyses used cells grown under two different paired conditions and each experiment was performed in duplicate with independent cultures. In Experiment 3 (E3), wild type (DY1457) cells were transformed with the vector (pYef2) or a plasmid (pYef2-Zap1^TC^) encoding a constitutive allele of Zap1 under the regulation of the galactose-inducible *GAL1 *promoter. The plasmid pYef2 and pYef2-Zap1^TC ^constructs were previously described [7]. These transformants were inoculated into zinc-replete SD medium + 2% galactose + 1 μM ZnCl_2 _and grown for 20–24 h before harvesting at an optical density measured at 600 nm (OD_600_) of ~0.8. In Experiment 4 (E4), wild type (DY1457) cells were grown in a severely zinc-limiting medium (LZM + 3 μM ZnCl_2_) and in a zinc-replete medium (LZM + 3 mM ZnCl_2_) for 14–16 hours and harvested at an OD_600 _of ~0.7. For the dose-response analysis, wild type (DY1457) cells were grown in LZM + 3 mM ZnCl_2_, or LZM + 300, 100, 30, 10 or 3 μM ZnCl_2_. Transcript levels were assayed using microarrays in which each sample was paired with the zinc-replete (LZM + 3 mM ZnCl_2_) control. For the time-course studies, wild type (DY1457) cells were grown to exponential phase in a zinc-replete medium (LZM + 1 mM ZnCl_2_), washed twice in LZM with no added zinc, and then transferred to a zinc-limiting medium (LZM + 1 μM ZnCl_2_) for 8 hours. Transcript levels were assayed using microarrays in which each sample was paired with the zinc-replete T_o _control. These experiments were also performed in duplicate with independent cultures. Total RNA was extracted from cells grown as described above with hot phenol and mRNA was isolated from total RNA using the PolyATtract mRNA Isolation System IV kit (Promega). Cy3-dUTP or Cy5-dUTP was incorporated during reverse transcription of the polyadenylated RNA [44]. The fluorescently labeled products were recovered and hybridized to yeast whole-genome microarrays, washed, and scanned as previously described [44].

To remove intensity-dependent measurement artifacts, we normalized the log Cy3/Cy5 fold changes within each microarray slide using the locally weighted scatterplot smoothing (LOWESS) algorithm [45]. Genes exhibiting sufficiently high fold change were screened for subsequent analysis. We chose an arbitrary cut-off value of a fold change ≥ 1.5 based on the average of two independent microarrays with the provision that both arrays showed a fold change of at least 1.4. One gene, *ENO2*, did not fully satisfy these criteria but was selected for further analysis because of the presence of a potential ZRE in its promoter. Subsequent S1 nuclease protection assays confirmed the zinc- and Zap1-responsive regulation of *ENO2*.

### Promoter motif and ZRE distribution analysis

The ZREs in the promoters of the 46 potential Zap1 targets previously identified with the Multiple Expectation Maximization for Motif Elicitation (MEME) program (please see Availability & requirements for more information) [46] were used to generate a position-specific probability matrix with Regulatory Sequence Analysis Tools (RSAT – please see Availability & requirements for more information)[47]. Potential ZREs in the promoters (nucleotide positions -1000 to +1 where +1 is the first base of the ATG start codon) of zinc- and Zap1-responsive genes were then identified using this matrix and RSAT. To assess the distribution of potential ZREs in promoter regions, PatMatch (please see Availability & requirements for more information) was used to identify ZRE-like sequences in the promoters of other yeast genes using the input sequence of ACCYKNRRKGT (Y = C or T, K = G or T, R = A or G, N = any base). 138 genes were identified that contain one or more copies of this sequence in their promoters but were not zinc- and Zap1-responsive; 156 total ZRE-like sequences were found in these promoters. The randomness of distribution of these sequences was assessed using the chi-square test. WebLogo (please see Availability & requirements for more information) [48] was used to generate the graphical representation of the ZRE consensus sequence shown in Figure 1B. To determine if the RSAT scores of ZREs in promoters that respond to mild deficiency were significantly different from those in promoters that respond only to severe deficiency, the total number of ZREs were divided into equal quartiles and then the ZREs in the two sets were divided among those quartiles. The chi-square test was then used to determine if the distribution of scores between those sets was statistically significant.

### RNA analysis

S1 nuclease protection assays were performed with total RNA as described [49]. The oligonucleotide probes used for these experiments are described in Additional file 3. For each reaction, 15 μg of total RNA was hybridized to ^32^P-end-labeled DNA oligonucleotide probes before digestion with S1 nuclease and separation on a 10% polyacrylamide, 5 M urea polyacrylamide gel. Band intensities were quantitated by PhosphorImager analysis (PerkinElmer, Inc.).

### Electrophoretic mobility shift assays

The Zap1 DNA binding domain (Zap1_DBD_, residues 687–880) was expressed in *E. coli *as a fusion to glutathione *S*-transferase, purified, and then the glutathione *S-*transferase tag was removed with thrombin as previously described [5]. Electrophoretic mobility shift assays were performed as previously described using purified Zap1_DBD _protein and radiolabeled ZRE oligonucleotides (Additional file 4). Briefly, 15 μl reactions were prepared containing 0.5 pmol of radiolabeled DNA oligonucleotide (20,000 cpm/pmol), 10 mM Tris-HCl (pH 8.0), 10 mM MgCl_2_, 50 mM KCl, 1 mM DTT, 0.02 mg/ml poly(dI-dC), 0.2 mg/ml bovine serum albumin, 0.04% NP-40, 10% glycerol, and the indicated concentrations of purified Zap1_DBD_. After incubation for 1 hour at room temperature, the samples were resolved on 6% polyacrylamide gels. Gels were dried onto blotting paper, and the signals were visualized by autoradiography.

### Microarray data

All microarray data can be downloaded from the Gene Expression Omnibus database under accession number GSE11983.

## Abbreviations

ZRE- Zinc-responsive domain, MEME- Multiple Expectation Maximization for Motif Elicitation, RSAT- Regulatory Sequence Analysis Tools, LZM- low zinc medium, SD- synthetic defined medium, DBD- DNA binding domain

## Availability and requirements

Multiple Expectation Maximization for Motif Elicitation (MEME) program:  

Regulatory Sequence Analysis Tools (RSAT): 

PatMatch: 

WebLogo: 

## Authors' contributions

C–YW performed the experiments and was the main author of the manuscript. AJB assisted in the microarray experiments and in the data analysis. LMC and MAN assisted in the statistical analysis of the array results. DRW provided critical intellectual contributions and assisted in writing the manuscript. DJE participated in experimental design and interpretation and assisted in writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Microarray results of Zap1 target genes from Lyons et al. (ref. [3]) not confirmed by Experiment E3. Click here for file

Additional file 2 Microarray results for potential Zap1 targets identified in this study that lack detectable ZREs. Click here for file

Additional file 5 Microarray results for Zap1 targets from time course and dose response studies. Click here for file

Additional file 3 Oligonucleotides used for S1 nuclease protection assays. Click here for file

Additional file 4 Oligonucleotides used for electrophoretic mobility shift experiments. Click here for file

# Supplementary material for: Differential control of Zap1-regulated genes in response to zinc deficiency in Saccharomyces cerevisiae
**Source:** BMC Genomics. 2008 Aug 1;9:370. doi: 10.1186/1471-2164-9-370
**Supplement:** Additional file 1 — Microarray results of Zap1 target genes from Lyons et al. (ref. [3]) not confirmed by Experiment E3.

Additional file 1. Zap1 target genes from Lyons et al. not confirmed by E3.

ORF	Gene	Function	Fold induction				ZRE		sequence
			E1 ^a	E2 ^a	E3-1 ^b	E3-2 ^b	start ^c	score ^d	
YBL048W		function unknown	7.0	2.0	1.5	nd	-858	8.7	CCCTTGAGGGA
YBR066C	<i>NRG2</i>	transcription factor that mediates glucose repression	5.1	2.2	1.0	0.9	-920	7.8	AACCTTGAGGGT
YBR302C	<i>COS2</i>	vacuole protein, function unknown	2.1	2.0	nd	nd	-592	5.3	AACCTAGAGGT
							-314	8.9	ACCCTAAATGT
							-217	5.0	ACCGAAATGT
YDR285W	<i>ZIP1</i>	synaptonemal complex protein, meiotic recombination	4.5	2.1	1.1	1.1	-575	9.6	ACCTGAAAGGT
YFL062W	<i>COS4</i>	vacuole protein, function unknown	2.6	2.0	1.3	1.6	-865	5.0	AACCTAAATGT
							-584	5.6	AACCTAGAGGT
							-309	9.1	ACCTTAAATGT
YHL048W	<i>COS8</i>	ER protein, function unknown	2.2	2.1	1.4	1.4	-865	5.0	AACCTAAATGT
							-586	5.3	AACCTAGAGGT
							-314	9.1	ACCTTAAATGT
YKL113C	<i>RAD27</i>	nuclease, DNA replication and repair	2.2	4.7	1.3	1.2	-997	10.2	ACCCTCCGGGT
							-342	5.4	ACCAGCCGGGT
YKL174C	<i>TPO5</i>	putative polyamine transporter	3.2	2.0	0.9	1.1	-493	8.4	ACCATAAGGGT
YML132W	<i>COS3</i>	enhancer of Na ⁺ /H ⁺ antiporter function	2.7	2.2	1.3	nd	-592	5.3	AACCTAGAGGT
							-314	8.9	ACCCTAAATGT
YMR086W		ribosome-associated protein	1.9	2.4	1.5	1.4	-565	7.4	ACCTCGAGTGT
							-145	9.7	ACCTTAAAGGA
YNL234W		similar to globins, function unknown	2.6	2.1	1.2	0.9	-68	7.2	CCCTTGAGGGG
YOL151W	<i>GRE2</i>	methylglyoxal reductase	2.5	2.6	1.0	1.0	-920	9.8	GCCTTGAGGGT
YPL154C	<i>PEP4</i>	vacuolar proteinase A	2.6	2.1	1.0	1.1	-396	8.2	GCCTTCCGGGT

a) Expression ratios are the average of two independent microarray experiments (Lyons et. al. 2000).

b) Results from two independent microarray experiments (E3-1 and E3-2) are shown.

c) Numbers indicate the distance from the ATG initiation codon.

d) Score calculated for each sequence with a position-specific scoring matrix generated by RSAT.

# Supplementary material for: Differential control of Zap1-regulated genes in response to zinc deficiency in Saccharomyces cerevisiae
**Source:** BMC Genomics. 2008 Aug 1;9:370. doi: 10.1186/1471-2164-9-370
**Supplement:** Additional file 2 — Microarray results for potential Zap1 targets identified in this study that lack detectable ZREs.

**Additional file 2. Potential Zap1 targets lacking detectable ZREs.**

| ORF     | Gene        | Function                                     | Fold induction  |                 |                   |                   |
|---------|-------------|----------------------------------------------|-----------------|-----------------|-------------------|-------------------|
|         |             |                                              | E1 <sup>a</sup> | E2 <sup>a</sup> | E3-1 <sup>b</sup> | E3-2 <sup>b</sup> |
| YBR285W |             | function unknown                             | 6.7             | 2.8             | 3.9               | 3                 |
| YKL163W | <i>PIR3</i> | cell wall protein                            | 5.9             | 2.4             | 3.5               | 3.3               |
| YMR170C | <i>ALD2</i> | aldehyde dehydrogenase, Coenzyme A synthesis | 11.5            | 4.7             | 1.7               | 1.7               |
| YNR066C |             | membrane protein, function unknown           | 3.7             | 2.1             | 1.7               | 1.4               |

a) Expression ratios are the average of two independent microarray experiments (Lyons et. al. 2000).

b) Results from two independent microarray experiments (E3-1 and E3-2) are shown.

# Supplementary material for: Differential control of Zap1-regulated genes in response to zinc deficiency in Saccharomyces cerevisiae
**Source:** BMC Genomics. 2008 Aug 1;9:370. doi: 10.1186/1471-2164-9-370
**Supplement:** Additional file 3 — Oligonucleotides used for S1 nuclease protection assays.

Additional file 3. Oligonucleotides used for S1 nuclease protection assays.

Target Gene	Oligonucleotide
<i>ZRT1</i>	5' -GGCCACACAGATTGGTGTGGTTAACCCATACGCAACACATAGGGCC<br>CATGGCCACCTGATGCCA-3'
<i>CMD1</i>	5' -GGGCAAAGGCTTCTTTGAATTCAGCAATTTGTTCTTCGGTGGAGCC-3'
<i>TKL2</i>	5' -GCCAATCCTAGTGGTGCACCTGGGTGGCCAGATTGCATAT-3'
<i>PST1</i>	5' -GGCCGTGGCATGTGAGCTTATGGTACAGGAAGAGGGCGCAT-3'
<i>YJL132W</i>	5' -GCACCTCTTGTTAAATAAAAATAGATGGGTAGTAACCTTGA-3'
<i>ICY2</i>	5' -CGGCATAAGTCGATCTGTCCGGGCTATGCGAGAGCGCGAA-3'
<i>HSP26</i>	5' -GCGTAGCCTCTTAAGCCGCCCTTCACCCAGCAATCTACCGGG-3'
<i>SED1</i>	5' -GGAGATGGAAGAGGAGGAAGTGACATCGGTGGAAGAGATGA-3'
<i>CTT1</i>	5' -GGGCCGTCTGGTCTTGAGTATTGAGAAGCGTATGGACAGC-3'
<i>UBX6</i>	5' -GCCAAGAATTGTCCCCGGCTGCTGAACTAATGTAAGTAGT-3'
<i>TIS11</i>	5' -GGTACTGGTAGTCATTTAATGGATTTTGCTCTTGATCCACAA-3'
<i>LAP3</i>	5' -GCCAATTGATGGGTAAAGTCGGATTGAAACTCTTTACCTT-3'
<i>YOL155C</i>	5' -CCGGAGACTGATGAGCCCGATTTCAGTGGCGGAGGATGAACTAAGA-3'
<i>HNT1</i>	5' -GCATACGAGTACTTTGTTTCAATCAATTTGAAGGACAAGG-3'
<i>PRB1</i>	5' -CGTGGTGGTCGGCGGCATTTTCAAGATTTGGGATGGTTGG-3'
<i>SCW4</i>	5' -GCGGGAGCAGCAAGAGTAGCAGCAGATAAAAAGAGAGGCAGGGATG-3'
<i>ENO2</i>	5' -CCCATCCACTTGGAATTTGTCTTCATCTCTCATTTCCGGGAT-3'
<i>YIL169C</i>	5' -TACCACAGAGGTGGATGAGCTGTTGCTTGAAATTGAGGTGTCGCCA-3'
<i>UTH1</i>	5' -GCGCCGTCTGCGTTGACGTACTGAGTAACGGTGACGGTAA-3'
<i>SAM3</i>	5' -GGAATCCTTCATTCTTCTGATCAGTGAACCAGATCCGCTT-3'

# Supplementary material for: Differential control of Zap1-regulated genes in response to zinc deficiency in Saccharomyces cerevisiae
**Source:** BMC Genomics. 2008 Aug 1;9:370. doi: 10.1186/1471-2164-9-370
**Supplement:** Additional file 4 — Oligonucleotides used for electrophoretic mobility shift experiments.

Additional file 4. Oligonucleotides used for EMSA experiments.

ZRE ^a	Oligonucleotide ^b
<i>TSA1</i> ZRE1	5' - <u>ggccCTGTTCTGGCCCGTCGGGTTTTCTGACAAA</u> -3'<br>3' -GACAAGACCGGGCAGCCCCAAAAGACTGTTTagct-5'
<i>TSA1</i> mZRE1	5' - <u>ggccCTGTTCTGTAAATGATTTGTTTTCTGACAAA</u> -3'<br>3' -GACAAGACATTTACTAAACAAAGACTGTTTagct-5'
<i>HSP26</i> ZRE	5' - <u>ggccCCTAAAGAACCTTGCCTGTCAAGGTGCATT</u> -3'<br>3' -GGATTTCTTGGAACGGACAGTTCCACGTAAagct-5'
<i>SED1</i> ZRE	5' - <u>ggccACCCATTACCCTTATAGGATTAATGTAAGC</u> -3'<br>3' -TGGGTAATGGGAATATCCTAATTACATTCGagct-5'
<i>UBX6</i> ZRE1	5' - <u>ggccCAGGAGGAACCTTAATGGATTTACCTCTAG</u> -3'<br>3' -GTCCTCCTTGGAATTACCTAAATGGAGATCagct-5'
<i>TIS11</i> ZRE1	5' - <u>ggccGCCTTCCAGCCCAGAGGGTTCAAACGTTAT</u> -3'<br>3' -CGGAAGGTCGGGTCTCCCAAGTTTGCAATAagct-5'
<i>YOL155C</i> ZRE	5' - <u>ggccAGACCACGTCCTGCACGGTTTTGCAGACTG</u> -3'<br>3' -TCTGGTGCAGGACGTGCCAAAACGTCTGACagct-5'
<i>HNT1</i> ZRE	5' - <u>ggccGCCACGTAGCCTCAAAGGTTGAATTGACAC</u> -3'<br>3' -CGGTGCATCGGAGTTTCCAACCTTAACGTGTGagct-5'
<i>PRB1</i> ZRE	5' - <u>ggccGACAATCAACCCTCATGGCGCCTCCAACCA</u> -3'<br>3' -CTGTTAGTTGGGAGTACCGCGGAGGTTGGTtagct-5'
<i>ENO2</i> ZRE	5' - <u>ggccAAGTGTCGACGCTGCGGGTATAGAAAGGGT</u> -3'<br>3' -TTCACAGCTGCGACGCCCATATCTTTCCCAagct-5'
<i>SAM3</i> ZRE	5' - <u>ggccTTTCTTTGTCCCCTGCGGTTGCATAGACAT</u> -3'<br>3' -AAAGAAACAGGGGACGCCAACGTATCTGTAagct-5'

^a*TSA1* mZRE1 is mutated such that each position in the *TSA1* ZRE1 was altered by a transversion mutation.

^bThe potential ZREs (or the mutated region in *TSA1* mZRE1) in each complementary oligonucleotide pair are indicated by the line. The lower case letters indicate *EagI*- and *SalI*-complementary overhangs included for cloning these fragments into a *lacZ* reporter plasmid for future studies.

How the deposited data were processed for this re-analysis (not part of the article)

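The mRNA of the yeast strain DY1457 was measured on 4 spotted 2-colour whole-genome arrays, 2 for E3 (Zap1TC over empty vector, zinc-replete) and 2 for E4 (LZM with 3 μM over LZM with 3 mM ZnCl2). The condition, the replicate number and the dye of each channel were taken from the sample labels and the paper's methods. In each experiment the test culture was labelled with Cy5 and the reference with Cy3 on both arrays, so dye and condition change together. E1, E2, the time course and the other zinc doses were not analysed here.

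The scanner tables give, per spot and channel, the mean intensity and the local background intensity as deposited, without background subtraction or normalization, for spots with a flag of 0 in both channels. These tables also hold a Cy3 intensity that the authors multiplied by 1 factor per array (1.081, 1.142, 1.044 and 1.099), and a ratio that the authors made by dividing the Cy5 mean by this scaled Cy3 mean without subtracting a background. The value table holds log2 ratios of Cy5 over Cy3 per spot that the authors normalized by LOWESS within each slide, with no background subtraction. Its column medians are −0.0204, −0.0168, −0.0184 and −0.0175. 2 footer lines per array were dropped, and each array has 48 blocks of spots.

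The main values start from the scanner's intensities. Background was removed by normexp with an offset of 50, and a loess curve with a span of 0.3 was fitted to each array with limma 3.58.1 in R 4.3.3. Spots of the same gene were averaged on the log2 scale. Of the genes on the 4 arrays, 5430, 5402, 4966 and 5020 have names in the reference list of gene names, and 504, 479, 329 and 341 do not and were kept under the names on the arrays. A spot was taken as well above background in a channel where its intensity exceeded the local background by more than 2.6 SD of that channel's local backgrounds, which held in E3 for 99.7% and 99.9% of spots in Cy3 and for 97.7% and 96.7% in Cy5.

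Genes were counted by the study's rule (mean at least 1.5-fold, each array at least 1.4-fold). limma was fitted with 1 coefficient per experiment over the 4 arrays, which pools the spread of both experiments, with empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05, two-sided. The difference of E4 and E3 was a contrast in that fit, over the 4992 genes read on all 4 arrays. It also compares the media and carbon sources. limma's camera, with a preset correlation of 0.01 and again with the estimated correlation, and fry were run on 43 lists of genes, of which 41 had at least 3 genes to test. With the estimated correlation camera draws on the few residual degrees of freedom of 4 arrays. Hardly any list could pass that way, so a missing call there says little against a list. Where the genes of a list are correlated above the preset, the preset p is too small. Rank correlations used 1e+05 permutations, and the overlap of gene counts Fisher's exact test, two-sided. Recovery of known changes was tested on data simulated from the arrays, with and without a simulated dye curve; the shares given are those with it.

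The genes named are the 10 with the largest rise and the 10 with the largest fall in each experiment among those past limma's adjusted p and changed at least 1.4-fold the same way on both arrays, every gene that the paper names in its text, tables, additional files or figures, and members of the lists as examples. The values in the paper's tables count as seen when this rule was written. The lists were fixed beforehand, but which of their members serve as examples (such as BGL2, CCW12, GPM1, CTR1, SMF3, HXK1, ITR1 and TDH2) was chosen after their values were seen. Apart from that choice, the rule, the lists and the alternatives below were set before the data were examined.

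The alternatives were no background correction, plain subtraction of the local background, loess within print-tip blocks, median centring, leaving dim genes out, the authors' deposited log2 values, leaving out each replicate in turn, the 2 arrays of an experiment alone, the replicate number as a block, an intensity trend with a robust prior, a geometric mean and a mean of at least 2-fold for the study's rule, the number of ZREs in place of the best ZRE score, and matching by recomputed values.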

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

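The tests of dye bias, of Zap1 activity, of iron in the medium and of growth were chosen after their results were seen; those of dim spots and of bright spots were not. The paper does not discuss the single genes with the largest changes named below, or these groups as wholes, in E3 or E4. Some groups hold candidate targets that the study chose with these arrays. Examples are COS1 and COS6 in the COS family, TIS11 in the iron regulon and the enolase genes in glycolysis. For such genes a direction on arrays used for the choice is not independent evidence. For each group the values are the median log2 ratio, the genes called by limma, and camera's adjusted p with a preset and then an estimated correlation. No group was called with the estimated correlation in either experiment: 0 of 41 passed, while 4 in E3 and 3 in E4 had an unadjusted p under 0.05, and fry called 31 and 26. That setting leaves camera few degrees of freedom with so few arrays. Hardly any list could pass it, so the lack of calls decides nothing. The preset p is too small where the genes of a list are correlated above the preset 0.01. The estimated correlation was 0.407 for ribosomal proteins, 0.584 for ribosome biogenesis and 0.493 for the COS family. In other lists it lay below the preset, as for abundant zinc-binding proteins (−0.0389) and cytosolic heat shock (−0.0397). Counts adjusted over the list alone are given where they differ.

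In E3, the groups that fell were cytosolic ribosomal proteins (median −0.778, 2 up and 116 down of 127 or 3 and 116 adjusted over the list alone, adjusted p = 1.41e-23 and 0.396), ribosome biogenesis (median −0.521, 0 up and 32 down of 35 or 0 and 33 adjusted over the list alone, adjusted p = 2.88e-09 and 0.476), core histones (median −0.601, 0 up and 7 down of 8 or 0 and 8 adjusted over the list alone, adjusted p = 0.000853 and 0.412), abundant zinc-binding proteins (median −0.525, 1 up and 16 down of 19, adjusted p = 7.95e-05 and 0.344), alpha-specific genes (median −1.14, 0 up and 4 down of 4, adjusted p = 0.00306 and 0.391), sulfate assimilation and methionine (median −0.347, 2 up and 16 down of 23 or 2 and 17 adjusted over the list alone, adjusted p = 0.00846 and 0.476), amino acid biosynthesis (median −0.276, 7 up and 24 down of 41, adjusted p = 0.00371 and 0.501) and oxidative phosphorylation (median −0.14, 3 up and 11 down of 28, adjusted p = 0.0329 and 0.501). Those that rose were cell wall mannoproteins (median 0.578, 18 up and 5 down of 25, adjusted p = 8.07e-05 and 0.344), COS family (median 0.52, 8 up and 1 down of 10, adjusted p = 0.000853 and 0.476), vacuolar proteolysis and autophagy (median 0.435, 11 up and 2 down of 14, adjusted p = 0.00631 and 0.344), glycolysis (median 0.43, 12 up and 4 down of 17, adjusted p = 0.00237 and 0.501), anaerobic and hypoxic cell wall (median 0.28, 26 up and 2 down of 33 or 27 and 2 adjusted over the list alone, adjusted p = 0.000485 and 0.501), cytosolic heat shock (median 0.209, 14 up and 2 down of 20, adjusted p = 0.00514 and 0.344) and iron regulon (median 0.164, 11 up and 3 down of 23, adjusted p = 0.0101 and 0.501). While the alpha-specific genes fell, 3 of the 5 a-specific genes read rose and 0 fell, too few on all arrays to test with camera. The call of oxidative phosphorylation was lost in 9 other settings and that of glycolysis in 1. Single glycolytic genes depended on the normalization in E3. With the deposited values TDH2 went from 0.92 to −0.04 and TDH3 from 1.02 to 0.19. With print-tip loess GPM1 went from 0.69 to 0.14, while ENO1 and ENO2 went up, to 2.89 and 2.77.

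In E4, the groups that rose were iron regulon (median 0.959, 20 up and 2 down of 24, adjusted p = 5.28e-10 and 0.385), vacuolar proteolysis and autophagy (median 0.794, 8 up and 2 down of 11, adjusted p = 0.00213 and 0.357), cell wall mannoproteins (median 0.493, 18 up and 2 down of 23 or 19 and 2 adjusted over the list alone, adjusted p = 1.79e-06 and 0.357), anaerobic and hypoxic cell wall (median 0.378, 17 up and 3 down of 23, adjusted p = 0.00203 and 0.574), glycolysis (median 0.285, 14 up and 0 down of 17, adjusted p = 5.56e-05 and 0.404), unfolded protein response (median 0.252, 11 up and 0 down of 14 or 12 and 1 adjusted over the list alone, adjusted p = 0.00489 and 0.39), inositol-regulated phospholipid synthesis (median 0.238, 9 up and 1 down of 16 or 10 and 2 adjusted over the list alone, adjusted p = 0.0172 and 0.385), TCA cycle (median 0.175, 7 up and 2 down of 16 or 10 and 2 adjusted over the list alone, adjusted p = 0.0427 and 0.39) and ergosterol synthesis (median 0.144, 11 up and 2 down of 23, adjusted p = 0.031 and 0.528). Those that fell were alpha-specific genes (median −1.36, 0 up and 3 down of 4 or 1 and 3 adjusted over the list alone, adjusted p = 0.00489 and 0.39), cytosolic heat shock (median −0.266, 4 up and 13 down of 21, adjusted p = 0.0152 and 0.385), proteasome (median −0.104, 2 up and 9 down of 31 or 1 and 9 adjusted over the list alone, adjusted p = 0.0475 and 0.574) and cytosolic ribosomal proteins (median −0.0994, 17 up and 43 down of 130, adjusted p = 0.0475 and 0.832). Of the a-specific genes only STE6 was read on both E4 arrays, and it rose at least 1.38-fold. Calls were lost in other settings for the proteasome (10), ribosomal proteins (6), ergosterol synthesis (5), the TCA cycle (3), inositol-regulated synthesis (2) and the anaerobic cell wall (1).

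Among the largest single changes in E3 were rises of SPG1, needed for survival in stationary phase (2.45 ± 0.33, SD, n = 2), and YHR213W, similar to flocculins (2.33 ± 0.08). The falls were INA1 −2.19 ± 0.80, MET2 −1.79 ± 0.14, OAC1 −1.65 ± 0.02, YFL035C-B −1.58 ± 0.03, MF(ALPHA)2 −1.56 ± 0.08, LIA1 −1.48 ± 0.15, GLN1 −1.47 ± 0.20, HOR7 −1.42 ± 0.15, ARO10 −1.41 ± 0.02 (log2 ratio, SD, n = 2). They include MET2 of methionine synthesis, GLN1, the glutamine synthetase, and an alpha-factor gene. With plain background subtraction SPG1 read 4.19 and INA1 −3.48. In E4, the siderophore-binding wall proteins FIT2 and FIT3 rose (5.19 ± 0.05 and 4.99 ± 0.13), with FIT2 well above background in Cy3 on 1 array. They read 7.17 and 5.87 with plain subtraction and 4.30 and 4.35 with the deposited values, and FIT2 read 4.35 with no background correction. The falls were MF(ALPHA)2 −3.28 ± 0.08, BTN2 −2.03 ± 0.17, ADH2 −2.02 ± 0.26, SAG1 −1.81 ± 0.01, LEU1 −1.73 ± 0.00, SST2 −1.50 ± 0.03, YGR035C −1.50 ± 0.00, GIS2 −1.45 ± 0.10, BNA1 −1.42 ± 0.06 (SD, n = 2). ADH2 is nearly identical to ADH1 and can share its signal. With plain subtraction BTN2 read −3.16, SST2 −2.16 and YGR035C −2.31. By the study's rule applied to falls, 309 genes fell in E3 and 99 in E4.

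The genes that rose in both experiments exceeded the number of chance. Dim spots would leave few shared genes at high intensity, but among the genes above the median intensity the shared number was 4.54 times that of chance. Of the earlier Zap1 targets, 40.5 times the chance number were among the shared genes, which is consistent with a response to Zap1 activity in both. Dye bias shared by all 4 arrays would give a gene equal ratios in E3 and E4. Of the 77 genes 45 (58.4%) differed between them in limma's test, but so did 48% of the other genes (one-sided Fisher's exact test across genes, which are not independent, p = 0.044). A dye effect joined by a response to the media could give such a share, so this test leaves dye bias open. The paper's S1 nuclease assays use no dyes and were run on other RNA from the E3 and E4 conditions. It reports that they bore out every candidate target tested. That argues against dye bias as the whole cause for those genes, and for the untested ones it stays open.

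The iron regulon rose in E4. The median difference of E4 and E3 over the whole list was 0.802 on the log2 scale, with quartiles of 0.349 and 1.72, and from 0.627 with the deposited values to 1.92 with plain subtraction in the other settings, which argues against dye bias shared by all 4 arrays as the whole cause. This test took the place of the share of called genes that differ, 16 of 20 (80%), as 62.2% of the other genes called up in E4 differ too (one-sided Fisher's exact test across genes, p = 0.0776). Of 19 genes other than TIS11, 2 (FIT3 and SMF3) rose at least 1.4-fold on both E3 arrays. That argues against Zap1 activity, acting alike in both media, as the whole cause. The group as a whole was called slightly higher in E3 with the preset correlation, and the media differ, so a contribution of Zap1 activity stays open. Less available iron in a medium with EDTA and citrate may contribute. CTR1, the copper transporter gene, rose 3.04-fold in E4. Of the copper response list 4 rose and 2 fell of 8 in E4, and camera did not call it (camera adjusted p = 0.13, and adjusted p = 0.405 with an estimated correlation). The test fry called the list higher in E4 and lower in E3 (fry adjusted p = 0.00262 and 0.00755). Its difference of E4 and E3 was called higher with the preset correlation only (camera adjusted p = 0.0348, and adjusted p = 0.825 with an estimated correlation). Zinc and the binding of metals by the medium change together in E4. Less available iron, a contribution of Zap1 activity and another effect of zinc therefore cannot be told apart.

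Ribosomal protein genes fell in E3. Of 10000 random lists of the same intensity, 0 had a median as low (their medians ran from −0.0705 to 0.348). The group thus lay below other genes of its brightness, which argues against a bias shared by all bright spots as the cause. This comparison does not cover a bias that differs between spots of the same brightness. The median difference of E4 and E3 for the group was 0.67 on the log2 scale, with quartiles of 0.454 and 0.831, which argues against dye bias as the whole cause. Slower growth of cells with the Zap1TC allele may explain it, as 32 of 35 ribosome biogenesis genes fell as well. The paper also reports slower growth in LZM with as little zinc as in E4. There 15 ribosome biogenesis genes rose and 2 fell of 34, and the ribosomal protein median was −0.0994, so these groups need not follow growth. Growth was not measured in these data, so slower growth and another effect of the allele cannot be told apart.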

How the results depend on the processing

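All alternatives reported here were planned. With plain background subtraction the study's rule counted 816 genes in E3, 536 in E4 and 186 in both, and with the deposited values 157 in E4 and 51 in both. Asking for a mean of at least 2-fold gave 142 in E3, 85 in E4, 29 in both and 2 genes of Table 3 in both. The deposited values gave 8 genes of Table 3 in both. Genes of Additional file 1 that passed the rule in E3 numbered 3 with plain background subtraction, 2 with print-tip loess and 1 with median centring. Pearson's r of the 2 arrays across genes was 0.897 in E3 and 0.873 in E4 with plain background subtraction, and 0.947 in E4 both with no background correction and with the deposited values. The rank correlation of induction in E4 with the number of ZREs was 0.0221, and matching by recomputed values within 10% gave 37 matches to the 3 μM dose response. The direction of 3 changes in E3 reversed: HXK1 from −0.28 to 0.0314 and ITR1 from 0.21 to −0.001 with print-tip loess, and TDH2 from 0.92 to −0.0387 with the deposited values. The difference of E4 and E3 reversed to 0.346 for YJR061W with plain subtraction and to 0.524 for TSA1 with print-tip loess. The cause was not tested for any of these.

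Leaving out 1 replicate at a time gave 426 to 479 genes by the rule in E3, 244 to 286 in E4 and 73 to 82 in both. It gave 32 to 33 genes of Table 1, 15 to 16 of Table 2, 12 to 14 of Table 3 in both and 1 to 1 of Additional file 1. limma then called 2319 to 3452 genes in E3, 1763 to 2802 in E4 and 2068 to 2292 for the difference, and camera 25 to 26 lists in E3 and 23 to 25 in E4. Where 1 array was left, it was assumed to vary like the others.

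Of the log2 ratios of single genes, 309 of 315 kept direction and side of the threshold with no background correction, 297 of 313 with plain subtraction, 300 of 315 with print-tip loess, 307 of 315 with median centring, 314 of 314 with dim genes left out and 300 of 315 with the deposited values. These are values of single genes in E3 or E4. Of them, 50 moved by over 1.5 times with plain subtraction, 13 with the deposited values, 7 with print-tip loess and 6 with no background correction.

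Replicates of the experiments share only a number: their deviations had a correlation of −0.074 across genes. With the replicate block limma called 2984 genes in E3, 2528 in E4 and 2434 for the difference, and camera 25 and 23 lists. Keeping spots marked by the scanner could not be run, as every spot listed has a flag of 0. The Cy3 signal over background was lower in E4 than in E3, and the dye orientation, the same on all arrays, leaves gene-specific dye effects in every ratio.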

Differences from the paper's values

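The alternatives set before the data were examined are no background correction, plain subtraction of the background, print-tip loess, median centring, dim genes left out and the deposited values. In parentheses stand those under which the value does not differ from the paper's by over 1.5 times and by more than the SD of the replicates, with that value. Some of these values are no closer to the paper's than the first value given, and meet this through a wider spread of the replicates, as VEL1 does with median centring. All the others named here still differ. The word none means that all of them do. All values are fold changes of the test over the reference culture.

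In Table 2, array 1 of E3 gave SED1 5.03 against the paper's 2.6 (the deposited values 2.64) and TSA1 3.01 against the paper's 2 (no background correction 3, plain subtraction 2.89, print-tip loess 1.93, the deposited values 2.02). Array 2 gave SED1 4.48 against the paper's 2.1 (the deposited values 2.09) and TSA1 2.31 against the paper's 1.5 (print-tip loess 1.29, the deposited values 1.52).

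In Table 3, array 1 of E3 gave ENO1 4 against the paper's 2.6 (plain subtraction 3.83, the deposited values 2.58) and ENO2 3.77 against the paper's 2.5 (plain subtraction 3.62, the deposited values 2.46). Array 2 of E3 gave ENO1 4.37 against the paper's 2.9 (the deposited values 2.89), and array 2 of E4 gave HSP12 7.83 against the paper's 3.7 (no background correction 4.5, the deposited values 4.42). HSP12 was not well above background in the Cy3 channel of E4. The E4 columns of Table 3 match the arrays in swapped order for 9 of 12 genes and in the deposited order for 0. In the swapped order HSP12 is 7.83 against the paper's 4.4 on array 2 and 5.29 against the paper's 3.7 on array 1.

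Of the values of Additional file 5 at 3 μM zinc, 32 of 59 in set 1 and 28 of 59 in set 2 match the E4 arrays, and it is not known whether the others come from the same arrays. For set 1, E4 array 1 gave ZRT1 87 against the paper's 55.9 (no background correction 60.3, print-tip loess 82, the deposited values 55.8), YOR387C 127 against the paper's 79.7 (no background correction 86.3, the deposited values 79.7), ADH1 0.307 against the paper's 0.0851 (none), ADH3 0.522 against the paper's 0.316 (plain subtraction 0.462), UTH1 1.55 against the paper's 2.45 (none), FMP43 1.71 against the paper's 2.94 (plain subtraction 2.27), VEL1 88.6 against the paper's 51.8 (no background correction 54.7, median centring 90, the deposited values 51.8) and YHR214W-A 1.26 against the paper's 2.24 (plain subtraction 2.56).

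For set 2, E4 array 2 gave ZRT1 115 against the paper's 64.2 (no background correction 68.7, the deposited values 64.2), ZPS1 161 against the paper's 103 (no background correction 111, the deposited values 103), YOR387C 160 against the paper's 89 (no background correction 95, the deposited values 89), ZAP1 3.07 against the paper's 1.92 (no background correction 2.08, the deposited values 2.06), ADH4 16 against the paper's 7.66 (none), ADH1 0.253 against the paper's 0.07 (none), ADH3 0.519 against the paper's 0.27 (none), HSP12 7.83 against the paper's 3.7 (no background correction 4.5, the deposited values 4.42), PEP4 1.73 against the paper's 1.1 (no background correction 1.64, the deposited values 1.59), VEL1 138 against the paper's 66 (no background correction 68.8, the deposited values 65.3) and PIG2 3.45 against the paper's 1.5 (none). ZAP1 and HSP12 were not well above background in Cy3 there. For HSP12 the values of sets 1 and 2 are those of the E4 columns of Table 3, and they match the E4 arrays in the swapped order as well.

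The counts that the paper states for E3, for E4, for both and for Tables 1 to 3 did not differ by over 1.5 times from those given here.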

Other observations

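The single genes of the opening paragraph were picked for comparison after their values were seen, and so was the comparison of the column order of Table 3. The tests of ZRE scores, of lists and of the dose response were planned. YGP1, a secreted glycoprotein of starved cells, fell in E3 and rose in E4 (log2 ratio −1.04 ± 0.05 and 2.06 ± 0.01, SD, n = 2), a difference of 3.10, adjusted p = 5.1e-08 in limma. GLN1, the glutamine synthetase, which fell in E3, rose in E4 (0.92 ± 0.20), a difference of 2.40, adjusted p = 2.45e-06 in limma. CIT2, the peroxisomal citrate synthase, rose more in E4 (2.58 ± 0.02) than in E3 (0.48 ± 0.27), and read 3.66 in E4 with plain background subtraction. AHP1, a thiol peroxidase, rose in E3 (1.37 ± 0.16) and was not called in E4 (−0.16 ± 0.03, adjusted p = 0.0754 in limma), but was called lower there with print-tip loess (adjusted p = 0.045), with the deposited values (adjusted p = 0.0103) and with the 2 arrays alone (adjusted p = 0.0399). The alcohol dehydrogenases ADH1 and ADH3 fell in both, ADH1 with log2 ratios of −1.24 ± 0.13 and −1.84 ± 0.20 and ADH3 with −1.54 ± 0.12 and −0.94 ± 0.00. ADH1 fell further in E4 (−0.61, adjusted p = 0.0019) and ADH3 less far (0.59, adjusted p = 0.000609). CMD1, calmodulin, changed by 0.22 ± 0.14 and 0.18 ± 0.07 (adjusted p = 0.0195 and 0.0544 in limma). Its call in E3 was lost with plain subtraction (adjusted p = 0.0759), print-tip loess (adjusted p = 0.34) and the deposited values (adjusted p = 0.0507) and without E3 replicate 1 (adjusted p = 0.283). In E4 it gained a call with no background correction (adjusted p = 0.0444), median centring (adjusted p = 0.036), the 2 arrays alone (adjusted p = 0.0312) and the replicate block (adjusted p = 0.0442).

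Between E4 and E3, camera called 10 of 41 lists with the preset correlation and 0 with the estimated one (1 had an unadjusted p under 0.05; fry called 9). Higher in E4 relative to E3 were ribosome biogenesis (median 0.575, 30 up and 0 down of 34 or 32 and 0 adjusted over the list alone, adjusted p = 8.68e-10 and 0.825), core histones (median 0.954, 8 up and 0 down of 8, adjusted p = 0.000188 and 0.825), iron regulon (median 0.802, 17 up and 2 down of 23 or 18 and 2 adjusted over the list alone, adjusted p = 4.23e-06 and 0.825), copper response (median 0.436, 5 up and 1 down of 8 or 6 and 1 adjusted over the list alone, adjusted p = 0.0348 and 0.825), amino acid biosynthesis (median 0.494, 23 up and 6 down of 39, adjusted p = 0.0165 and 0.825) and abundant zinc-binding proteins (median 0.516, 12 up and 2 down of 19, adjusted p = 0.00279 and 0.825), besides the ribosomal proteins (107 up and 1 down of 127 or 112 and 1 adjusted over the list alone, adjusted p = 2.14e-20 and 0.825). Lower were cytosolic heat shock (median −0.573, 2 up and 13 down of 20, adjusted p = 0.00019 and 0.825), mitochondrial function (median −0.771, 0 up and 2 down of 3 or 0 and 3 adjusted over the list alone, adjusted p = 0.0381 and 0.825) and COS family (median −0.439, 0 up and 7 down of 9 or 1 and 7 adjusted over the list alone, adjusted p = 0.0222 and 0.825). The medium and carbon source differ between E3 and E4 as well. The estimated correlation could hardly call any list with so few arrays.

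Lists not called by camera in E3 were fermentation (4 up and 5 down of 10, adjusted p = 0.892 and 0.932), TCA cycle (7 up and 4 down of 16, adjusted p = 0.425 and 0.573), gluconeogenesis and glyoxylate cycle (3 up and 1 down of 9, adjusted p = 0.892 and 0.932), galactose utilization (4 up and 3 down of 9, adjusted p = 0.281 and 0.501), copper response (1 up and 3 down of 8, adjusted p = 0.39 and 0.515), phosphate response (3 up and 3 down of 16, adjusted p = 0.844 and 0.932), oxidative stress (7 up and 5 down of 19, adjusted p = 0.647 and 0.746), general stress, trehalose and glycogen (10 up and 7 down of 23, adjusted p = 0.861 and 0.932), proteasome (2 up and 10 down of 32 or 1 and 10 adjusted over the list alone, adjusted p = 0.1 and 0.537), unfolded protein response (5 up and 2 down of 13, adjusted p = 0.215 and 0.509), ergosterol synthesis (9 up and 6 down of 22, adjusted p = 0.464 and 0.78), inositol-regulated phospholipid synthesis (7 up and 4 down of 16 or 8 and 4 adjusted over the list alone, adjusted p = 0.39 and 0.515), purine biosynthesis (5 up and 6 down of 14, adjusted p = 0.894 and 0.957), DNA replication and S phase (4 up and 10 down of 18, adjusted p = 0.156 and 0.501) and meiosis and sporulation (5 up and 5 down of 13 or 5 and 6 adjusted over the list alone, adjusted p = 0.323 and 0.504).

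In E4 the lists not called were ribosome biogenesis (15 up and 2 down of 34 or 14 and 2 adjusted over the list alone, adjusted p = 0.148 and 0.832), fermentation (3 up and 5 down of 11 or 3 and 6 adjusted over the list alone, adjusted p = 0.515 and 0.832), oxidative phosphorylation (9 up and 5 down of 26, adjusted p = 0.808 and 0.901), gluconeogenesis and glyoxylate cycle (0 up and 1 down of 5, adjusted p = 0.808 and 0.871), galactose utilization (1 up and 1 down of 6 or 1 and 0 adjusted over the list alone, adjusted p = 0.808 and 0.871), copper response (4 up and 2 down of 8 or 4 and 3 adjusted over the list alone, adjusted p = 0.13 and 0.405), sulfate assimilation and methionine (5 up and 5 down of 19 or 5 and 6 adjusted over the list alone, adjusted p = 0.472 and 0.832), phosphate response (4 up and 5 down of 14, adjusted p = 0.599 and 0.865), oxidative stress (5 up and 2 down of 18, adjusted p = 0.725 and 0.832), general stress, trehalose and glycogen (7 up and 5 down of 18, adjusted p = 0.148 and 0.528), amino acid biosynthesis (13 up and 9 down of 39, adjusted p = 0.746 and 0.901), purine biosynthesis (6 up and 2 down of 13, adjusted p = 0.473 and 0.832), core histones (5 up and 2 down of 8 or 6 and 2 adjusted over the list alone, adjusted p = 0.138 and 0.623), DNA replication and S phase (5 up and 1 down of 15, adjusted p = 0.244 and 0.623), COS family (5 up and 0 down of 10, adjusted p = 0.0794 and 0.623), meiosis and sporulation (0 up and 4 down of 5, adjusted p = 0.0944 and 0.404) and abundant zinc-binding proteins (4 up and 5 down of 19, adjusted p = 0.472 and 0.623).

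Across the genes of Tables 1 to 3, which are not independent replicates, Spearman's rho of the best ZRE score with induction was 0.178 in E3 (64 genes, permutation p = 0.16, adjusted p = 0.213, Pearson's r 0.358) and 0.259 in E4 (60 genes, permutation p = 0.0463, adjusted p = 0.185, Pearson's r 0.355). For the number of ZREs rho was 0.194 in E3 (permutation p = 0.124, adjusted p = 0.213) and 0.0221 in E4 (permutation p = 0.866, adjusted p = 0.866). These 4 relations, of which 0 passed the adjustment, are all that were computed.

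Of the values at 3 μM zinc in the dose response of Additional file 5, 32 of 59 genes with spots in set 1 and 28 of 59 in set 2 lie within 0.5% of a deposited value of the E4 array of the same number, which was a single spot of the gene, the mean of its spots or the mean of their log2 ratios. For Table 3, of 12 genes whose values differ between the E4 arrays, 0 match the deposited mean ratios within 0.05 in the deposited order and 9 match them in the swapped order.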
